# THUMPD3 regulates alternative splicing of ECM transcripts in human lung cancer cells and promotes proliferation and migration

**DOI:** 10.1371/journal.pone.0314655

**Published:** 2024-12-10

**Authors:** Marie Klimontova, Han Zhang, Francisco Campos-Laborie, Natalie Webster, Byron Andrews, Kimberley Chung Kim Chung, Ryan Hili, Tony Kouzarides, Andrew J. Bannister

## Abstract

RNA-modifying enzymes have recently garnered considerable attention due to their relevance in cancer biology, identifying them as potential targets for novel therapeutic intervention. THUMPD3 was recently identified as an RNA methyltransferase catalysing N^2^-methylguanosine (m^2^G) within certain tRNAs. In this study, we unveil a novel role for THUMPD3 in lung cancer cells. Depletion of the enzyme from lung cancer cells significantly impairs their fitness, negatively impacting key cellular processes such as proliferation and migration. Notably, exogenous expression of THUMPD3 in normal lung fibroblasts stimulates their proliferation rate. Additionally, transcriptome-wide analyses reveal that depletion of THUMPD3 from lung cancer cells induces substantial changes in the expression of cell surface proteins, including those comprising the extracellular matrix (ECM). We further demonstrate that THUMPD3 maintains expression of an extra-domain B (EDB) containing pro-tumour isoform of *Fibronectin-1* mRNA, encoding FN1, an important ECM protein. Crucially, depletion of THUMPD3 promotes an alternative splicing event that removes the EDB-encoding exon from *Fibronectin-1*. This is consistent with THUMPD3 depletion reducing cellular proliferation and migration. Moreover, depletion of THUMPD3 selectively and preferentially affects the alternative splicing of ECM and cell adhesion molecule encoding transcripts, as well as those encoding neurodevelopmental proteins. Overall, these findings highlight THUMPD3 as an important player in regulating cancer-relevant alternative splicing and they provide a rationale for further investigations into THUMPD3 as a candidate target in anti-cancer therapy.

## Introduction

Lung cancer stands as the foremost contributor to global cancer-related mortality [1]. Non-small cell lung cancer (NSCLC), comprising adenocarcinoma, squamous cell carcinoma, and large cell carcinoma, constitutes over 80% of diagnosed lung cancer cases [2]. The challenge in effectively addressing NSCLC lies in its often-advanced stage at diagnosis, with metastatic lesions commonly established by the time of presentation [3]. Moreover, resistance to drugs represents a significant factor contributing to the ineffectiveness of therapies in NSCLC, resulting in tumour recurrence and progression of the disease [4]. These inherent characteristics underscore the urgency for innovative approaches in the development of effective therapies for NSCLC.

The extracellular matrix (ECM) plays a pivotal role in regulating cell behaviour [5, 6], and its involvement in orchestrating tumour progression is increasingly being recognised across various cancer types [7]. Within lung cancer, the ECM encompasses a diverse array of proteins forming a dynamic network with structural and signalling roles, subject to continual remodelling [8]. Notably, in NSCLC, correlations between ECM composition and prognosis have been identified [9]. Indeed, certain ECM proteins, such as Tenascin C, are used as prognostic markers specifically in adenocarcinoma-type NSCLC [10, 11]. These findings underscore the significance of ECM dynamics in influencing the course of lung cancer.

Chemical modification to biological macromolecules—DNA, RNA, and proteins—play crucial roles in governing diverse cellular processes. While DNA and protein modifications have long been the focus of extensive research, RNA modifications, originally constrained by detection limitations, have only recently gained prominence with the advent of more sensitive techniques [12]. To date, over 150 RNA modifications have been identified across all domains of life [13, 14].

Three classes of proteins govern the intricate landscape of RNA modifications: ‘writers’ introduce modifications, ‘readers’ recognise these modifications, and ‘erasers’ remove them from RNA. This orchestrated interplay holds pivotal significance in numerous cellular processes [15]. Remarkably, many RNA-modifying enzymes are implicated in cancer, where they influence processes such as cell proliferation, invasion, migration, and contribute to cellular metabolism and drug resistance [16]. The significant linkage of RNA enzymes to various cancers has spurred focused efforts in developing inhibitors of the relevant enzymes. Notably, the development of an inhibitor for m^6^A methyltransferase, METTL3, has progressed to Phase 1 clinical trials for advanced malignancies (NCT05584111).

N^2^-methylguanosine (m^2^G), identified in tRNAs and rRNAs across species, plays crucial roles in maintaining structural integrity. In tRNAs, m^2^G is vital for structural fidelity, preventing aberrant conformations [17]. In rRNAs, m^2^G contributes to structural stabilisation, particularly at functionally significant sites [18]. Nevertheless, despite these insights, the role of m^2^G in broader RNA biology remains largely unexplored. Until recently, the enzymes catalysing m^2^G in higher eukaryotes were unknown. However, during the course of our study, three human proteins—THUMPD2, THUMPD3, and TRMT11—were identified as m^2^G RNA methyltransferases [19–21]. Initially, THUMPD3, together with the activator protein TRMT112, was found to deposit m^2^G at position 6 of specific human cytoplasmic tRNAs, both *in vitro* and *in vivo* [19]. Subsequently, it was demonstrated that THUMPD2 and TRMT11, each in a complex with TRMT112, also function as m^2^G methyltransferases [20]. TRMT11-TRMT112 specifically catalyses the formation of m^2^G at position 10 of certain tRNAs. Interestingly, while the THUMPD2-TRMT112 does not exhibit significant methylation activity towards tRNAs *in vitro*, it interacts with *U6* snRNA and is responsible for the methylation of the G72 nucleoside in *U6* snRNA [20, 21].

In this study, we have employed a range of cellular assays to explore the role of THUMPD3, a human m^2^G methyltransferase, in lung cancer cell biology, specifically NSCLC. We show that THUMPD3 regulates crucial aspects of lung cancer pathogenesis, including cell proliferation and migration. Moreover, whole-transcriptome analysis underlines the extensive impact of THUMPD3 depletion, showcasing its role in the dysregulation of multiple pathways in lung cancer cells. Notably, THUMPD3 depletion leads to significant effects on the levels of ECM transcripts and their encoded proteins. Collectively, our findings highlight that THUMPD3 plays a pivotal role in lung cancer maintenance by influencing ECM expression. We provide evidence for a novel mechanism in which THUMPD3 affects the alternative splicing of cancer relevant and ECM enriched mRNAs, such as *Fibronectin-1* mRNA, thereby promoting a molecular environment permissive to lung cancer progression. Overall, our work highlights THUMPD3 as a potential therapeutic target and it begins to unravel its intricate involvement in lung cancer biology.

## Results

### THUMPD3 regulates m^2^G in lung cancer cells

At the outset of this work, no human m^2^G RNA methyltransferases had been identified. Therefore, to expand the repertoire of human RNA methyltransferases and to explore the roles of the enzymes and the relevant modification in human cells, we sought to identify human m^2^G RNA methyltransferases.

To this end, we performed homology comparisons to known m^2^G RNA methyltransferases of other species, and we identified human THUMPD2, THUMPD3 and TRMT11 as potential m^2^G RNA methyltransferases (Fig 1A and 1B). This highlighted TRMT11, THUMPD2 and THUMPD3 as prime candidates for being human m^2^G RNA methyltransferase. Indeed, during the course of our study, all three human proteins were confirmed as m^2^G RNA methyltransferases [19–21]. Of these, we also identified that THUMPD3 is more highly expressed (more than 2-fold) in lung adenocarcinoma (A549 and H1975) cells than in normal IMR-90 lung fibroblasts (Fig 1C). Given this elevated expression, we decided to further explore THUMPD3 in lung tumourigenesis.

**Fig 1:**
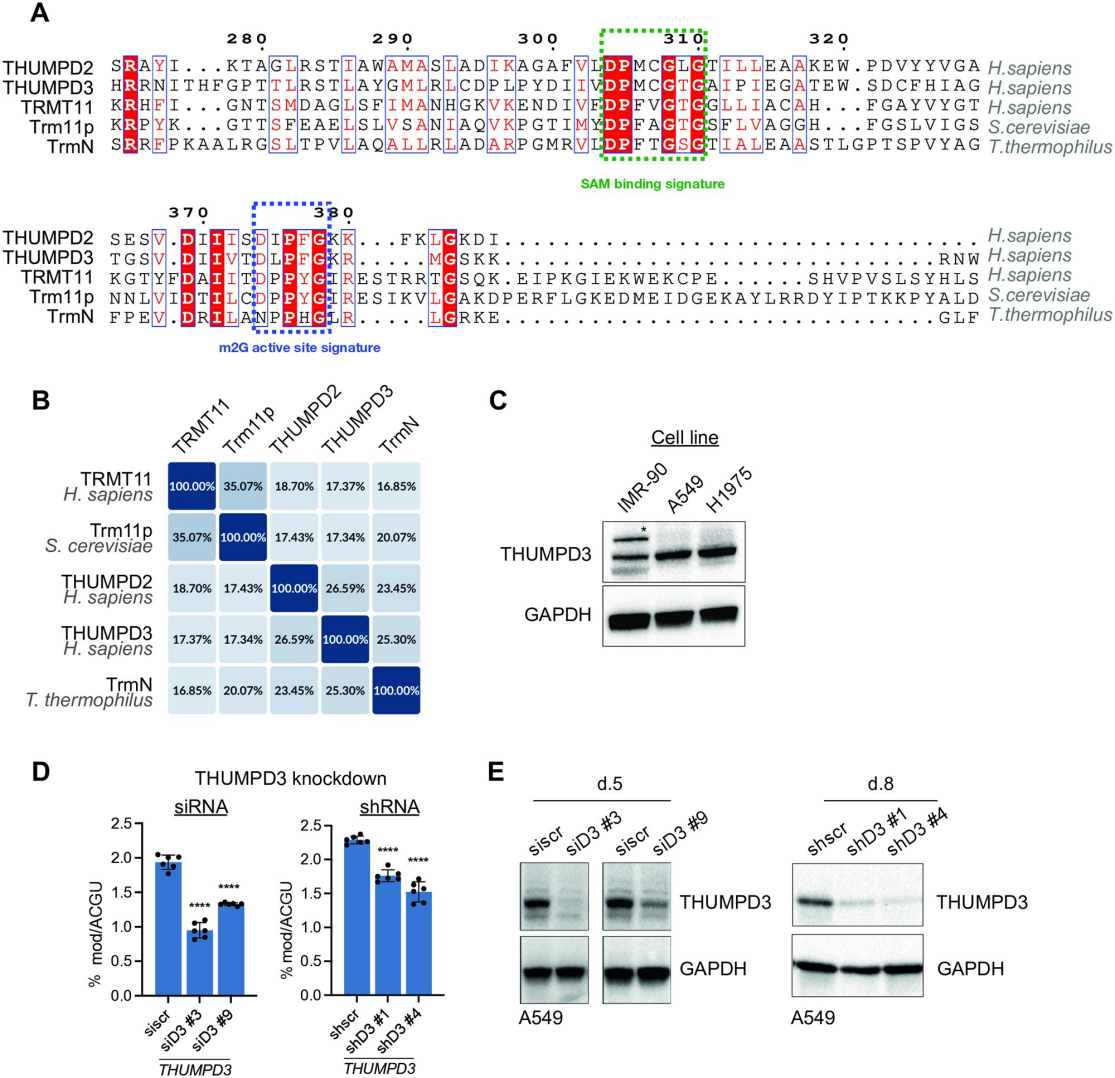
THUMPD3 is an m^2^G methyltransferase with a potential role in lung cancer. **(A)** Alignment of THUMPD2, THUMPD3, and TRMT11 to the known m^2^G methyltransferases like yeast Trm11p and bacterial TrmN. The predicted m^2^G active site and the SAM binding site are highlighted. The red colour signifies the conservation of specific amino acids across all species. **(B)** Diagram illustrating the percentage sequence similarity between the five m^2^G methyltransferases, as indicated. **(C)** Western blotting analysis of THUMPD3 levels in IMR-90 (normal lung fibroblasts), H1975 and A549 cells (lung adenocarcinoma) (top panel; left). The membrane was re-probed with an anti-GAPDH antibody as a loading control (bottom panel; left). The asterisk indicates a cross-reaction band. Quantification of THUMPD3 signal intensities normalised to GAPDH (graph; right). **(D)** MS analysis of RNA modifications in A549 cells following siRNA and shRNA mediated THUMPD3 depletion. For siRNA (left panel), cells were collected 5 days post transfection. For shRNA (right graph), cells were collected 8 days post induction of the shRNA. m^2^G abundance was measured using RNA MS. Each modification is presented as a percentage of ACGU. Statistical analysis was performed using One-Way ANOVA corrected for multiple comparisons using the Bonferroni method (Alpha: 0.05); ns—P > 0.05, *—P ≤ 0.05, **—P ≤ 0.01, ***—P ≤ 0.001, ****—P ≤ 0.0001. Error bars represent the mean ± standard deviation (SD) of 6 independent replicates. **(E)** Western blotting analysis upon THUMPD3 knockdown described in D. Anti-GAPDH antibody was used as a loading control.

In initial analyses, siRNA and shRNA approaches were employed to deplete THUMPD3 from human lung adenocarcinoma cells (A549). The use of two distinct methods to target THUMPD3 minimised the risk of following off-target effects. As previous studies had implicated THUMPD3 in the methylation of tRNA species [19, 20], we first confirmed that the depletion of THUMPD3 from A549 cells reduced m^2^G in tRNAs. We therefore performed RNA MS analysis on tRNA isolated from control and THUMPD3 depleted A549 cells. As expected, the results confirmed a significant decrease of m^2^G in the small (≤200 nucleotides) RNA fraction following either siRNA or shRNA mediated THUMPD3 depletion (Fig 1D and 1E). Collectively, these findings indicate that THUMPD3 expression is elevated in lung cancer cells where it functions as an m^2^G tRNA methyltransferase.

### THUMPD3 impairs cell proliferation and migration of lung cancer cells

To determine whether THUMPD3 is required for lung cancer cell growth, we adopted an siRNA approach to deplete the protein from two NSCLC cell lines, A549 and H1975. Live-cell imagining confirmed that depletion of the enzyme from either lung adenocarcinoma cell line hindered their proliferation (Fig 2A and 2B). In addition, THUMPD3 depletion from A549 cells via an independent shRNA approach also had a negative effect on cell proliferation (S1A–S1C Fig). Crucially, the growth defect was completely rescued by exogenous expression of non-targetable THUMPD3 (Fig 2C). Importantly though, depletion of THUMPD3 from normal, non-transformed lung fibroblasts did not significantly influence their proliferation rate (S1D Fig), suggesting a cancer cell specific dependence of THUMPD3.

**Fig 2:**
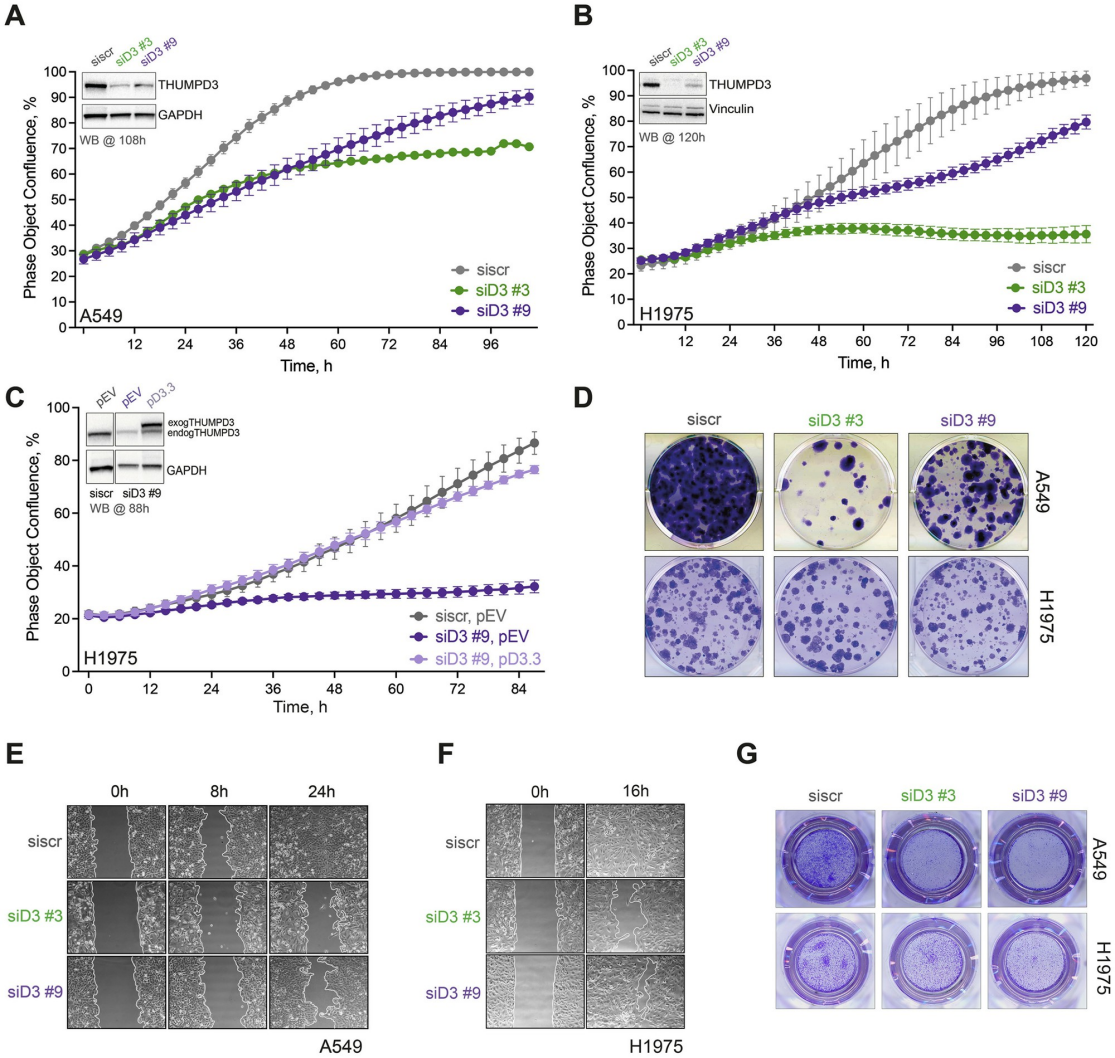
THUMPD3 depletion has negative impacts on lung cancer progression. **(A, B)** Live-cell imaging analysis of cell proliferation in A549 and H1975 cells upon THUMPD3 depletion via two independent siRNAs, as indicated. Data are represented as the mean of duplicates ± SD. Western blotting was performed upon completion of live-cell imaging and confirmed THUMPD3 depletion upon siRNA treatment (inset in graph). GAPDH or vinculin were used as a loading control, as indicated. **(C)** Rescue of proliferation defect in H1975 cells induced by THUMPD3 depletion by expression of exogenous THUMPD3 (pD3.3) but not by the empty vector control (pEV). Data are represented as the mean of duplicates ± SD. Western blotting (inset in graph) shows THUMPD3 levels following live-cell imaging. GAPDH was used as a loading control; endogTHUMPD3 and exogTHUMPD3—endogenous and exogenous THUMPD3, respectively. **(D)** Colony formation assay in A549 and H1975 cells upon THUMPD3 depletion using indicated siRNAs. Crystal violet staining was performed 2 weeks after colony formation. **(E, F)** Wound healing assay in A549 and H1975 cells upon THUMPD3 depletion with siRNAs as indicated. Wound closure (as a percentage of cell-free area) was determined; this reflects the width of the wound region (scratch) at a given time relative to the width at time zero when the scratch was created. **(G)** Transwell assay in A549 and H1975 cells upon THUMPD3 depletion using the indicated siRNAs.

To further investigate the role of THUMPD3 in lung cancer, the colony formation capacity of A549 and H1975 cells was assessed. THUMPD3 depletion from either lung cancer cell line impaired their colony formation (Fig 2D and S1E Fig). In addition, we discovered that overexpression of THUMPD3 not only enhanced lung cancer cell proliferation, but it also stimulated the proliferation rate of normal lung fibroblasts (S1F and S1G Fig). This highlights a potential oncogenic role for THUMPD3 in human lung cells.

We next investigated whether depletion of THUMPD3 impacts the metastatic potential of lung adenocarcinoma cells, a crucial hallmark of cancer [22]. For these and the following experiments we predominantly used an siRNA approach to streamline experiment numbers, but importantly all of our previous analyses indicated no obvious differences between siRNA or shRNA mediated THUMPD3 depletion. The effects of THUMPD3 depletion on cell migration were firstly evaluated using wound healing (scratch) assays. Wound healing was monitored for 24 hours, using light microscopy, after a scratch was introduced. Notably, decreased wound healing capacity was evident in THUMPD3 depleted cells compared to control cells, as early as 8 hours after scratch initiation (Fig 2E and 2F). This effect was recapitulated in cells where shRNA targeting of THUMPD3 was used (S1H Fig). To further investigate the effect of THUMPD3 depletion upon cell migration, a standard Transwell assay was conducted. Cells with siRNA mediated depletion of THUMPD3 displayed reduced migration compared to cells transfected with control siRNA (Fig 2G). Overall, these data support a role for THUMPD3 in lung cancer cell migration.

To further investigate whether the cell proliferation defect following THUMPD3 depletion is associated with apoptosis, we examined apoptotic cell death mediated by caspases. Caspases execute apoptosis by cleaving several essential proteins crucial for cellular function and survival, with PARP-1 being one of the most well-known caspase substrates. Caspase-mediated cleavage of PARP-1 is widely recognized as a hallmark of apoptosis [23]. To assess apoptosis following THUMPD3 depletion, we utilised an antibody that specifically detects the 24 kDa fragment of cleaved PARP-1. This indicated elevated levels of cleaved PARP-1 72 hours post-knockdown of THUMPD3, suggesting that THUMPD3 depletion induces apoptosis in (S1I Fig).

### THUMPD3 depletion induces significant transcriptome-wide changes in A549 cells

The above experiments demonstrate that depletion of THUMPD3 hampers the proliferation and migration of lung adenocarcinoma cells. However, the underlining mechanisms of these changes remain unknown. 

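A549 is an established human lung cancer cell line. Total RNA depleted of ribosomal RNA was sequenced with a directional protocol after treatment with an siRNA against *THUMPD3* (siD3 #3) or with either of 2 inducible shRNAs (shD3 #1 and shD3 #4). The siRNA samples were harvested on day 5 and the shRNA samples on day 6. Each knockdown had controls of its own, named siControl, sh1Control and sh4Control. The 17 libraries were 3 per group except for siControl, of which 2 libraries were analysed here, where the paper's methods give 3 biological replicates. The authors aligned the reads with STAR to GRCh38.p14 and deposited the number of reads counted on each of 61806 genes, without normalisation. Total counts per library ranged from 17575988 to 20234810 in sh1Control (median 19962085) and from 9854294 to 18210828 in shD3 #1 (median 14430162). They ranged from 18096602 to 20368566 in sh4Control (median 18993800) and from 17603556 to 20682625 in shD3 #4 (median 19103558). The pair of siControl libraries had 13535327 and 18141512 counts (median 15838420), and siD3 #3 had 19117117 to 22101059 (median 19205896). A single mitochondrial ribosomal RNA gene, *MT-RNR2*, took 21.9% to 32.2% of the counts of a library. Each knockdown was compared with its own controls by edgeR's quasi-likelihood test after TMM normalisation and removal of genes with low counts. A gene was called higher or lower at a Benjamini-Hochberg adjusted p-value under 0.05 and a log2 fold change of at least 0.585 in size, the thresholds of the Fig 3A legend. *THUMPD3* was lower in every knockdown library than in every control library of its own comparison, which checked the labels of the samples.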

To gain deeper insights into pathways responsible for these observed phenotypes, we conducted a whole-transcriptome analysis on A549 cells using RNA-sequencing (RNA-seq) technology. THUMPD3 was depleted using two different approaches: siRNA and shRNA, with cells harvested 5- and 6-days post treatment initiation, respectively.

PCA analysis of RNA-seq data indicated strong sample and data quality, as evidenced by the clear distinction between untreated and treated samples, while untreated samples themselves showed no significant variation (S2A Fig). Additionally, replicates of the same experimental condition clustered closely together, further confirming the consistency and reliability of the data.

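The principal component analysis was recomputed from variance-stabilised counts of the 17 libraries, with the 500 genes of highest variance. The first component held 67.1% of the variance and the second 19.8%. On the first component the means were -12.5 for siControl and 36.9 for siD3 #3, -14.3 for sh1Control and 11.7 for shD3 #1, and -15.9 for sh4Control and -10.0 for shD3 #4. The share of the first component moved most when all 18672 genes were used, to 43.8%. Over the 500 genes, knockdown samples lay on average 35.6 units (Euclidean distance) from their own controls for shD3 #1, 18.5 for shD3 #4 and 52.6 for siD3 #3. The smallest distance between a knockdown sample and a control of its own was 16.5, in shD3 #4. Control samples of different groups lay on average 10.8 units apart. The distance between siControl and the shRNA controls was 14.3 on average, and that between sh1Control and sh4Control was 6.13. In an exact one-sided permutation test over all 560 assignments of the control samples to the control groups, the excess of between-group over within-group distance gave p = 0.00357, the smallest value these assignments allow. The siRNA and shRNA controls also differed in harvest day, and harvest day and delivery cannot be separated for them.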

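Within each condition, Spearman correlations between replicates across 14533 genes, which are not independent replicates, ranged from 0.984 (2 of the siD3 #3 libraries) to 0.997. The mean distance between replicates over the genes of the principal component analysis was 4.62 units in shD3 #4, 4.73 in sh1Control, 5.04 in sh4Control, 8.71 in shD3 #1, 11.1 in siControl and 14.8 in siD3 #3. The largest, 20.2, was between a pair of siD3 #3 libraries.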

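With edgeR, *THUMPD3* was lower past both thresholds in all 3 knockdowns. Of the genes tested, 2389 were higher and 2396 lower in shD3 #1 (16456 tested), 1320 and 741 in shD3 #4 (16493 tested), and 2135 and 1604 in siD3 #3 (17032 tested). Every knockdown sample lay beyond every control for 62.0% of genes in shD3 #1 and 49.4% in shD3 #4, where chance gives 10.0%, and for 60.0% in siD3 #3, where chance gives 20.0%. The counts moved most when each gene was tested against the fold change threshold itself with glmTreat, to 503 higher and 179 lower genes in shD3 #4. Past the thresholds in the same direction in all 3 knockdowns were 160 higher and 126 lower genes of the 15656 tested in all 3, against 16.2 and 10.8 if the calls were independent. Counting genes past the thresholds in siD3 #3 and in at least 1 shRNA gave 919 higher and 754 lower genes. Between the shRNAs, 544 genes were called in the same direction and 411 in opposite directions. Across genes, which are not independent replicates, the correlation of log2 fold changes was 0.08 between the shRNAs, 0.39 between shD3 #1 and siD3 #3, and 0.38 between shD3 #4 and siD3 #3.
The largest mean rises among genes called in all 3 knockdowns, with every knockdown sample beyond its controls, were those of *COL17A1*, *SLAMF7*, *PCDH10*, *SLC2A12* and *TP53INP1*. *COL17A1* (ENSG00000065618), on chromosome 10 of GRCh38 from 104031286 to 104085880, went from 1.51 ± 0.314 (SD, n = 3) to 21.5 ± 1.25 (SD, n = 3) cpm in shD3 #1. Its log2 fold change was 3.81 in shD3 #1, 0.80 in shD3 #4 and 4.18 in siD3 #3 (standard errors 0.14, 0.19 and 0.67). In shD3 #4 the call of *COL17A1* was lost in 1 fit of all 17 libraries (adjusted p = 0.215 from edgeR) and with glmTreat (0.560). *TP53INP1* rose by 1.80, 1.40 and 3.79 on the log2 scale in the same order. *SLAMF7* had at most 16 counts in any library of the shD3 #4 comparison and lost its call there in 4 of the 6 fits that each left out 1 replicate. The largest mean falls were those of *H4C13*, *H3C12*, *DEPDC1*, *H2BC10* and *H1-5*. All except *DEPDC1* are histone genes with near-identical copies, whose counts are uncertain for that reason. *DEPDC1* (ENSG00000024526), on chromosome 1 from 68474152 to 68497221, had log2 fold changes of -2.28, -0.82 and -3.81 (standard errors 0.08, 0.07 and 0.24).

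**Figure D1:**
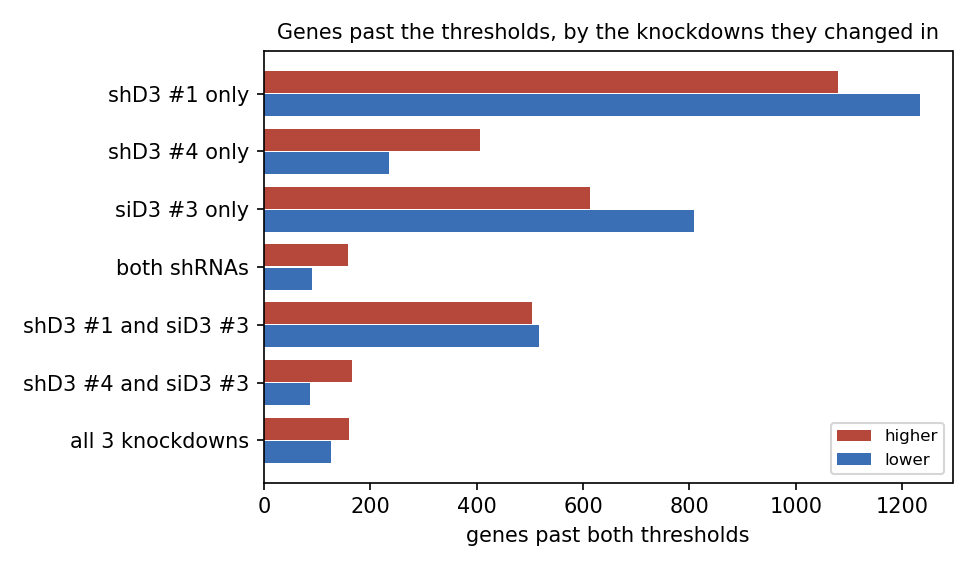
Number of genes past both thresholds (x axis), higher and lower, by the knockdown or knockdowns in which they were called (y axis), among the 15656 genes tested in all 3. The 554 genes called in opposite directions in different knockdowns are left out. Genes called in shD3 #1 only are the largest class shown (1080 higher, 1233 lower), and 160 higher and 126 lower genes were called in all 3 knockdowns.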

Differential expression analysis identified a total of 284 transcripts that exhibited significant upregulation in both targeting approaches, while 189 gene transcripts were significantly downregulated in both approaches (Fig 3A, S2E–S2G Fig and S1 Table). 

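*THUMPD3* (ENSG00000134077) lies on the plus strand of chromosome 3 of GRCh38 from 9362971 to 9386791. Its level, in TMM-normalised cpm, was 61.3 ± 1.52 (SD, n = 3) in sh1Control and 31.4 ± 1.29 (SD, n = 3) in shD3 #1. It was 63.2 ± 4.03 (SD, n = 3) in sh4Control and 19.8 ± 0.529 (SD, n = 3) in shD3 #4, and 67.1 ± 2.00 (SD, n = 2) in siControl and 11.5 ± 0.972 (SD, n = 3) in siD3 #3. The level left was 51.3%, 31.4% and 17.1% of the control. The log2 fold changes were -0.97 (standard error 0.07, adjusted p = 6.42e-09 from edgeR), -1.67 (0.07, 2.42e-15) and -2.54 (0.10, 6.88e-06). For each comparison an exact two-sided permutation test gave p = 0.100, the smallest value that these group sizes allow. Fits that each left out 1 library gave -2.60 to -2.49 in siD3 #3. In shD3 #1, the call was lost at a log2 fold change threshold of 1. Ranked by log2 fold change from the lowest, *THUMPD3* was number 1176 of 16456 genes in shD3 #1, 22 of 16493 in shD3 #4 and 222 of 17032 in siD3 #3.

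**Figure D2:**
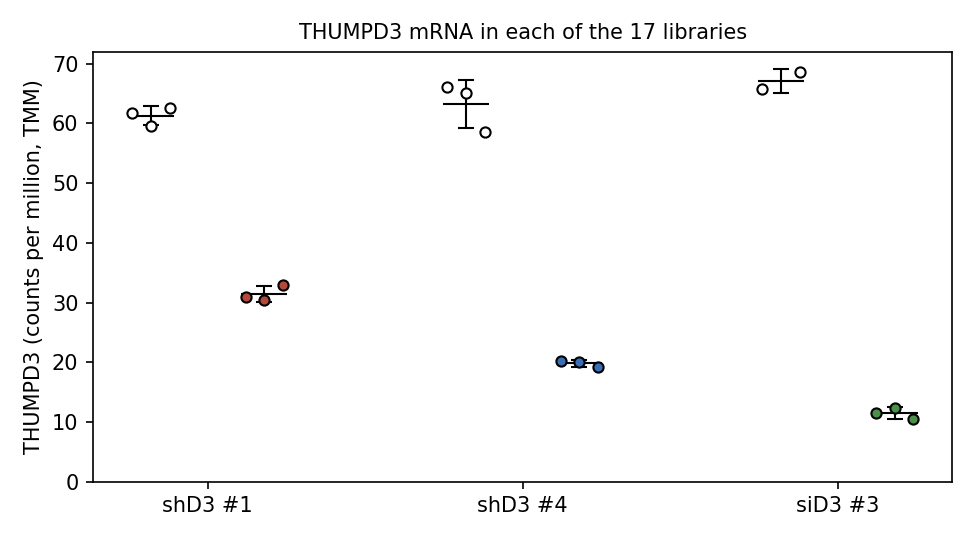
*THUMPD3* mRNA in TMM-normalised cpm (y axis) in each library, for the 3 knockdowns (x axis), with open circles for controls, filled circles for knockdown samples, and the mean ± SD. The knockdown libraries lie at 30.5 to 32.9 in shD3 #1, 19.2 to 20.2 in shD3 #4 and 10.5 to 12.4 in siD3 #3, all below the lowest control (58.6).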

Reassuringly, *THUMPD3* was one of the most downregulated transcripts, confirming efficient mRNA targeting and depletion.

**Fig 3:**
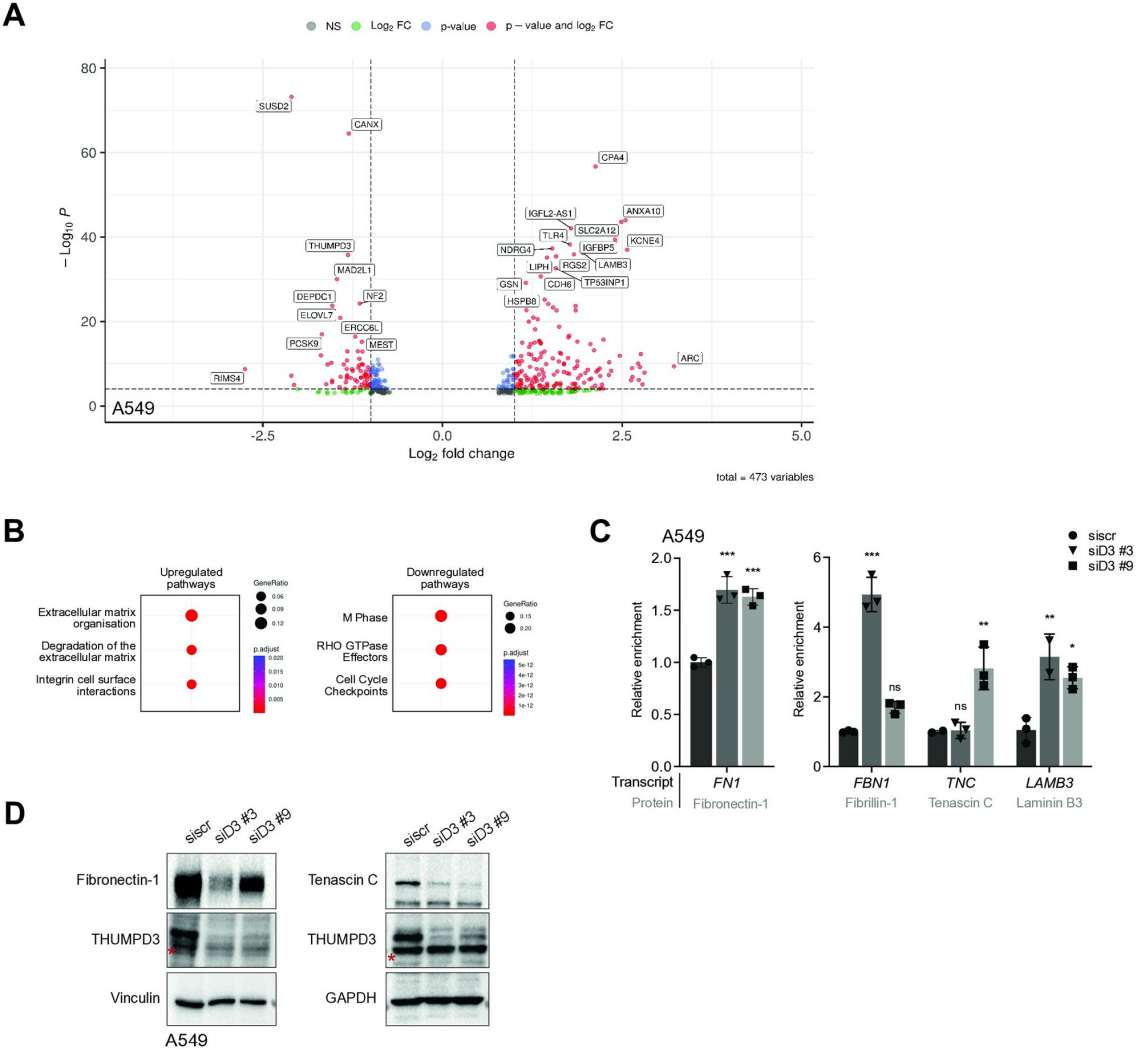
THUMPD3 depletion from A549 cells induces transcriptome-wide changes including deregulation of ECM transcripts. **(A)** Volcano plot representing global gene expression changes upon THUMPD3 depletion from A549 cells. The data show transcripts identified in both siRNA and shRNA mediated THUMPD3 knockdown analyses. The log2 fold change is plotted on the x-axis against -log10 of adjusted p-value plotted on the y-axis. Each point represents a single gene transcript. A single gene transcript with a significant fold change or p-value is represented in green or blue, respectively. When both parameters are significant for a gene, the corresponding dot is displayed in red. Significance cut-off for log2 fold change is 0.585 and for adjusted p-value is 0.05. **(B)** Reactome pathway analysis of A549 cells upon THUMPD3 depletion. Reactome enrichment statistics for top up- and downregulated pathways are ranked according to GeneRatio. The GeneRatio is defined as the number of genes up or downregulated associated with the given reactome pathway over the total number of up or downregulated genes. The dots are coloured according to adjusted p-value ranging from red (significant) to blue (less significant). Virus infection related pathways were removed for the simplification. **(C)** Validation of changes in abundance of specific upregulated transcripts in A549 cells upon THUMPD3 depletion induced by siRNAs, as indicated. Cells were collected 5 days post transfection. Transcript levels were measured and validated by qPCR analysis. The graph depicts relative enrichment normalised to GAPDH levels of upregulated transcripts, as indicated. Statistical analysis was performed using One-Way ANOVA corrected for multiple comparisons using the Bonferroni method (Alpha: 0.05); ns—P > 0.05, *—P ≤ 0.05, **—P ≤ 0.01, ***—P ≤ 0.001, ****—P ≤ 0.0001. Error bars represent the mean ± SD of 3 independent replicates. **(D)** Western blotting depicts reduced ECM protein levels induced by siRNA mediated THUMPD3 depletion (5 days post siRNA transfection). Anti-Fibronectin-1 and anti-Tenascin C antibodies were used, as indicated. Membranes were re-probed with anti-THUMPD3 antibodies. GAPDH and vinculin levels were used as loading controls, as indicated. The asterisk indicates a cross-reaction band.

We then conducted Reactome enrichment analysis to gain insights into biological processes influenced by THUMPD3 depletion (Fig 3B, S2B and S2C Fig). One of the most upregulated pathways was associated with extracellular matrix (ECM) organisation. 

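ECM genes were tested as a list of 256 genes of ECM families (collagens, laminins, integrins, proteases and others) written by hand, since the Reactome sets were not used here. With limma's camera test and a preset correlation between genes of 0.01, the list was higher in all 3 knockdowns. The median log2 fold change was 0.30 over 170 genes tested in shD3 #1 (adjusted p = 0.00207 over 24 list and comparison pairs), 0.18 over 164 in shD3 #4 (0.0241) and 0.55 over 181 in siD3 #3 (7.12e-07). The central 95% of medians of random lists matched in GC content, length and level lay between -0.10 and 0.10 in shD3 #1, -0.04 and 0.08 in shD3 #4, and 0.00 and 0.18 in siD3 #3. Members went both ways, with 62 higher and 29 lower past both thresholds in shD3 #1, 34 and 16 in shD3 #4, and 72 and 6 in siD3 #3. Adjusted over the list alone, these were 62 and 30, 34 and 16, and 78 and 7. The rise was called under fry in shD3 #1 and siD3 #3 but not in shD3 #4 (0.0528), where it was also lost without sh4Control replicate 1 (0.0755). The alternative that moved the test most was an inter-gene correlation estimated from the data, under which the adjusted p-values were 0.436, 0.602 and 0.333, so no rise of the list was called. Over all alternatives, the adjusted p-values ranged from 5.11e-04 to 0.436 in shD3 #1, 0.00432 to 0.602 in shD3 #4 and 2.63e-07 to 0.333 in siD3 #3. In all 3 knockdowns, 11 members were higher and 1 was lower, and 18 members were called in opposite directions in different knockdowns. The most changed member was *MMP1* in shD3 #1 (6.56) and in siD3 #3 (4.62).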

Amongst downregulated pathways, key processes such as cell cycle regulation were identified. 

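Cell cycle genes were tested the same way as a list of 135 genes of M phase and its checkpoints. Their median log2 fold change was -0.79 in shD3 #1 (camera, adjusted p = 1.00e-22), -0.44 in shD3 #4 (3.57e-24) and -2.56 in siD3 #3 (1.55e-40), and all 135 were tested in each. Past both thresholds, 96 were lower and 1 higher in shD3 #1, 32 lower and 0 higher in shD3 #4, and 121 lower and 1 higher in siD3 #3, and adjusted over the list alone these counts did not change. All 3 falls were called under fry (5.80e-05, 7.93e-04 and 0.00203). None was called with the correlation between genes estimated from the data (0.131, 0.199 and 0.319), and these were the highest adjusted p-values over all alternatives, the lowest being 8.72e-35, 1.12e-34 and 4.42e-72. The same 25 members were lower in all 3 knockdowns, and none was called in opposite directions. The lowest member was *MAD2L1* in shD3 #1 (-2.19), *CDC20* in shD3 #4 (-1.09) and *NDC80* in siD3 #3 (-4.38), and the highest was *NEK7* in shD3 #1 (0.80) and siD3 #3 (0.77).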

Overall, these findings establish an important role for THUMPD3 in various biological pathways likely critical for the efficient propagation and survival of lung cancer cells.

Real-time quantitative polymerase chain reaction (qPCR) validation of four transcripts encoding ECM proteins (Fibrillin-1, Fibronectin-1, Tenascin C and Laminin B3) confirmed they were significantly upregulated upon depletion of THUMPD3 (Fig 3C). Surprisingly though, when we assessed the levels of the 3 ECM proteins encoded by the upregulated transcripts, we found that they were significantly reduced following THUMPD3 depletion (Fig 3D and S2D Fig). This suggests that despite elevated ECM transcript levels in THUMPD3 depleted lung cancer cells, either their translation or the stability of the relevant encoded proteins was impaired. Additionally, it is well established that cells tend to downregulate their ECM proteins upon loosing cancerous properties [24], as they do with THUMPD3. An intriguing question remains as to whether the observed reduction in ECM protein levels is a direct or indirect consequence of THUMPD3 depletion. Ultimately though, the changes we see in ECM proteins following THUMPD3 depletion likely underpin, at least in part, the impaired cellular migration phenotype in THUMPD3 depleted lung cancer cells.

### THUMPD3 depletion affects alternative splicing

Given the recently identified link between THUMPD2 and RNA splicing [20, 21], we explored whether THUMPD3 was also involved in this process. While RNA-seq can be used to evaluate overall steady-state transcript levels, the resulting data can also be interrogated for changes in the relative abundance of gene isoforms, with alternative splicing (AS) being one main cause. 

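Splicing was analysed by the paper on libraries sequenced more deeply, 3 of sh1Control and 3 of shD3 #1, for which the authors deposited the number of reads counted on each of 42901 genes, listed by symbol and without normalisation. Counts on genes do not show exon usage, so gene levels were analysed here and splice junctions were not. Total counts ranged from 51101905 to 59974740 in the controls (median 55784748) and from 27285889 to 35458367 in shD3 #1 (median 30160892). The most abundant gene, mitochondrial *COX1*, took 3.03% to 3.98% of the counts. In these deep libraries *THUMPD3* went from 54.3 ± 1.44 (SD, n = 3) to 26.9 ± 1.76 (SD, n = 3) cpm. Its log2 fold change was -1.01 (standard error 0.06, adjusted p = 1.55e-09 from edgeR), and 49.6% of the control level was left. Of 18763 genes tested, 2813 were higher and 2648 lower past both thresholds, and knockdown and control libraries did not overlap for 67.1% of genes (10.0% by chance). The counts moved most at a log2 fold change threshold of 1, to 1601 and 1277. Of 4104 genes called in the first shD3 #1 libraries and found in both tables, 2443 were called in the same direction here and 47 in the opposite one. Of the 82 genes with an event in the paper's S2 Table, 71 were tested, of which 26 were higher and 4 lower. Among 43 tested genes with intron retention, 19 were higher and 4 lower (53.5% past both thresholds). Among 31 with an alternative exon, 7 were higher and 1 lower (25.8%). Of all genes tested, 29.1% were past both thresholds.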

Using stringent criteria, we evaluated our dataset for potential AS events induced by THUMPD3 depletion. In total, we identified 137 alternatively spliced events (S2 Table). In terms of AS event classification, intron retention emerged as the most prevalent (40%), followed by alternative exon usage (25%; Fig 4A). We generated volcano plots for the primary AS event types: alternative exon usage, intron retention, alternative 3’ and 5’ splice sites (Fig 4B and S3A–S3C Fig). Despite intron retention being the predominant alternative splicing event type detected, a review of the literature revealed no clear connection between the identified targets and THUMPD3. Additionally, we found no obvious links between these transcripts and the phenotypic changes observed in lung cancer cells following THUMPD3 depletion. In contrast, however, transcripts exhibiting alternative exon usage events were enriched in mRNAs associated with ECM and cell adhesion molecules (CAMs; S3D Fig, Table 1). In addition, substantial number of identified targets had some links to neurodevelopment (Table 2).

**Fig 4:**
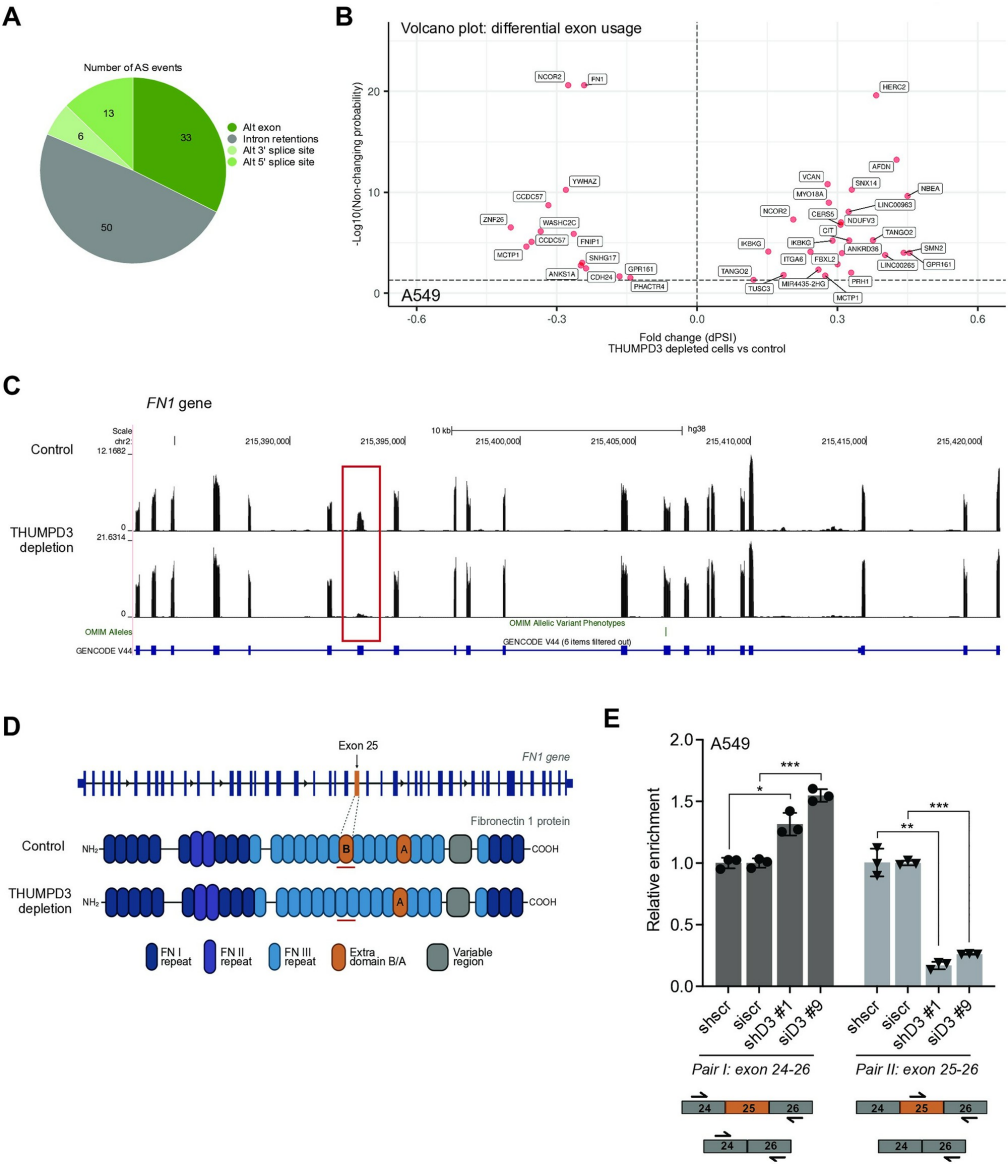
THUMPD3 depletion results in changes in alternative splicing of Fibronectin-1 transcript. **(A)** Overview of differential splicing analysis. In total 137 (102 unique) transcripts were identified. The bar chart represents the distribution of main AS events with an increased probability threshold of 0.95; Alt—alternative. **(B)** Volcano plot of differential splicing events: Alternative exon usage. The fold change of dPSI is plotted on the x-axis against -log10 of non-changing probability plotted on the y-axis. Each point represents a single transcript. **(C)** UCSC genome browser snapshot highlighting a reduction in usage of exon 25 (red box) in *FN1* (Fibronectin-1) upon THUMPD3 depletion in comparison to control cell RNA. **(D)** A cartoon structure of *FN1* gene and Fibronectin-1 protein (created in Biorender). **(E)** qPCR validation of exon 25 exclusion upon THUMPD3 depletion. For siRNA, cells were collected 5 days post transfection. For shRNA, cells were collected 8 days post doxycycline induction. Transcripts changes were measured by qPCR analysis. The graph depicts relative enrichment normalised to GAPDH levels and overall levels of *FN1* (primers designed to region outside of exon 25). Statistical analysis was performed using unpaired multiple t test corrected for the comparisons using the Bonferroni-Dunn method (Alpha: 0.05); ns—P > 0.05, *—P ≤ 0.05, **—P ≤ 0.01, ***—P ≤ 0.001, ****—P ≤ 0.0001. Error bars represent the mean ± SD of 3 independent replicates. A schematic illustrates annealing sites of primers with respect to exon 25 (bottom).

**Table 1:** THUMPD3 regulates alternative splicing of ECM and CAMs transcripts.

Gene ID	Name	Functional group	Citations^a^
*FN1* *	Fibronectin-1	ECM and CAMs	[27, 28]
*VCAN*	Versican	ECM and CAMs	[29]
*CDH24* *	Cadherin-24	ECM and CAMs	[30, 31]
*ITGA6*	Integrin alpha-6	ECM and CAMs	[32]
*AFDN*	Afadin	ECM and CAMs	[33]
*LINC00265*	*LINC00265*	Regulators of ECM and CAMs	[34]
*LINC00963*	*LINC00963*	Regulators of ECM and CAMs	[35]
*MYO18A*	Myosin XVIIIA	Regulators of ECM and CAMs	[36]
*PHACTR4* *	Phosphatase and actin regulator 4	Regulators of ECM and CAMs	[37]
*FNIP1*	Folliculin-interacting protein 1	Potential links to ECM and CAMs	[38]
*IKBKG*	Inhibitor of nuclear factor kappa-B kinase subunit gamma	Potential links to ECM and CAMs	[39]

ECM, extra cellular matrix; CAM, cell adhesion molecule.

*Also exhibit links to neurodevelopment.

^a^ Citations are illustrative and not exhaustive.

**Table 2:** THUMPD3 regulates alternative splicing of neurodevelopmental transcripts.

Gene ID	Name	Citations^a^
*ANKS1A*	Ankyrin repeat and sterile alpha motif domain containing 1A	[40]
*ANKRD36*	Ankyrin Repeat Domain 3	[41]
*CIT*	Citron Rho-interacting kinase	[42]
*NBEA*	Neurobeachin	[43]
*SMN2*	Survival motor neuron 1	[44]
*SNX14*	Sorting Nexin 14	[45]
*TANGO2*	Transport and Golgi organisation 2	[46]
*TUSC3*	Tumour suppressor candidate 3	[47]
*YWHAZ*	Tyrosine 3-Monooxygenase/Tryptophan 5-Monooxygenase Activation Protein Zeta	[48]

List of genes that have demonstrated links to neurodevelopment.

^a^ Citations are illustrative and not exhaustive.

Interestingly, one of the most statistically significant alternative exon usage events upon THUMPD3 depletion occurred within *FN1* mRNA (encoding Fibronectin-1), one of the upregulated ECM-related transcripts (Fig 4A and S1 Table). 

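*FN1* (ENSG00000115414) lies on the minus strand of chromosome 2 of GRCh38 from 215360440 to 215436073. In the deep libraries its mRNA went from 710 ± 60.2 (SD, n = 3) to 1375 ± 142 (SD, n = 3) cpm, a log2 fold change of 0.95 (standard error 0.07, adjusted p = 4.07e-08 from edgeR). Every shD3 #1 library (1217 to 1489) was above every control (646 to 765). Leaving out 1 library at a time gave log2 fold changes from 0.89 to 1.03.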

THUMPD3 depletion induced a highly selective decrease in usage of exon 25 within *FN1* (Fig 4C). 

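In the GENCODE 44 annotation, exon 25 of the canonical *FN1* transcript, which has 46 exons, spans 215392931 to 215393203 on the minus strand of chromosome 2. It is 273 nt long (91 codons, so that skipping it keeps the reading frame) with a GC content of 49.5%, and it is present in 3 of the 11 transcripts that span the region. The exon begins with AGGTGCCCCAACTCACTGACC. The last 30 nt of the intron upstream are TCCCCCTCCCTTTGCTTTGTAACTCAATAG and the first 30 nt of the intron downstream are GTGAATTTTGAAAACTTCTGCGTTTGAGAC. Read in the frame of the transcript, the exon encodes a peptide that begins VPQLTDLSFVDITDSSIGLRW. In the paper's S2 Table, the event in *FN1* has a change in usage of -0.24 at a probability of changing of 0.831, which are the paper's values from MAJIQ.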

Strikingly, exon 25 encodes a unique domain known as extra domain B (Fig 4D), which is associated with cancer-related functions [25, 26]. Importantly, qPCR analysis confirmed that THUMPD3 depletion results in exon 25 loss (Fig 4E).

## Discussion

Employing a diverse and orthogonal set of techniques, we show that targeted depletion of THUMPD3 from lung cancer cells impairs their growth. Depletion of the RNA methyltransferase affects expression of ECM proteins and critical cellular processes, including cell cycle regulation. Notably, we discovered that the expression and alternative splicing of one specific RNA encoding Fibronectin-1, an ECM protein, was significantly affected, and this correlated with changes in levels of Fibronectin-1.

Alternative splicing serves as a highly effective mechanism for regulating genomic diversity. It is also one of the most dysregulated pathways in cancer [49]. Notably, AS of ECM proteins plays a crucial role in stromal activation and disease progression [50]. Our findings identify a shift in *FN1* isoform expression upon THUMPD3 depletion that favours production of an *FN1* variant lacking the pro-angiogenic Extra Domain B (EDB), which has been previously associated with cancer progression [24, 25, 51]. This is an intriguing finding, and suggests that THUMPD3 contributes to cancer progression, at least in part, by maintaining inclusion of a cancer promoting exon in *FN1*.

The ability of tumour cells to metastasise is one of the hallmarks of cancer [22]. THUMPD3 depletion from lung cancer cells significantly impaired their migration capabilities. The ECM plays a pivotal role in regulation of this process [52], therefore changes such as the one we identified in *FN1* AS may help explain THUMPD3’s involvement. Furthermore, our finding that a third of transcripts identified as being subject to alternative exon usage following THUMPD3 depletion are strongly associated with ECM or CAMs, suggests a specific and preferential involvement of THUMPD3 in regulating the AS of critical migration associated proteins. Interestingly, a significant and overlapping proportion of transcripts with alternatively spliced exons also show links to neurodevelopment. Previous research has indicated that the *THUMPD3* gene is located in the 3p25.3 region, and interstitial deletions in this region lead to the 3p-syndrome, causing intellectual disability in patients [53]. However, more work is needed here to further explore these intriguing connections.

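Among the ECM transcripts of Fig 3C, *FN1* rose in all 3 knockdowns of the first libraries, with log2 fold changes of 0.59 in shD3 #1, 1.45 in shD3 #4 and 1.16 in siD3 #3 (standard errors 0.06, 0.09 and 0.23, adjusted p = 5.40e-07, 2.05e-12 and 0.00720 from edgeR). In shD3 #1 its mRNA went from 381 ± 14.5 (SD, n = 3) to 575 ± 34.5 (SD, n = 3) cpm, close to the threshold. The call was lost without shD3 #1 replicate 2 (0.55), without sh1Control replicate 1 (0.58), with no filter on low counts (0.58), with at least 10 counts in every sample (0.58), in 1 fit of all 17 libraries (0.58) and when tested against the threshold itself (glmTreat, adjusted p = 0.704), so the rise past the threshold in all 3 knockdowns depends on these settings. In siD3 #3 the call of *FN1* was lost with glmTreat (adjusted p = 0.0564). *LAMB3* (ENSG00000196878), on chromosome 1 from 209614870 to 209652425, also rose in all 3, by 3.34, 0.64 and 2.36 (adjusted p = 2.41e-14, 3.34e-07 and 7.50e-04). In shD3 #4 its rise lost the call without sh4Control replicate 2 (0.57) and when tested against the threshold itself with glmTreat. *FBN1* (ENSG00000166147), on chromosome 15 from 48408313 to 48645721, rose by 1.70 in shD3 #1 and 2.00 in siD3 #3, and by 0.50 in shD3 #4, under the threshold (adjusted p = 5.00e-05). *TNC* (ENSG00000041982), on chromosome 9 from 115019575 to 115118207, rose by 3.15 in shD3 #1 (adjusted p = 3.11e-12). It was not called in shD3 #4 (-0.20, standard error 0.16, adjusted p = 0.318) or in siD3 #3 (0.68, standard error 0.45, adjusted p = 0.289). Its rise in siD3 #3 came from replicate 3, without which the log2 fold change was -0.01. With no filter on low counts it was called in siD3 #3 (0.64). From the rise of these mRNAs and the fall of the proteins on Western blots (Fig 3D), the paper proposes that translation of the mRNAs or stability of the proteins was impaired.

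**Figure D3:**
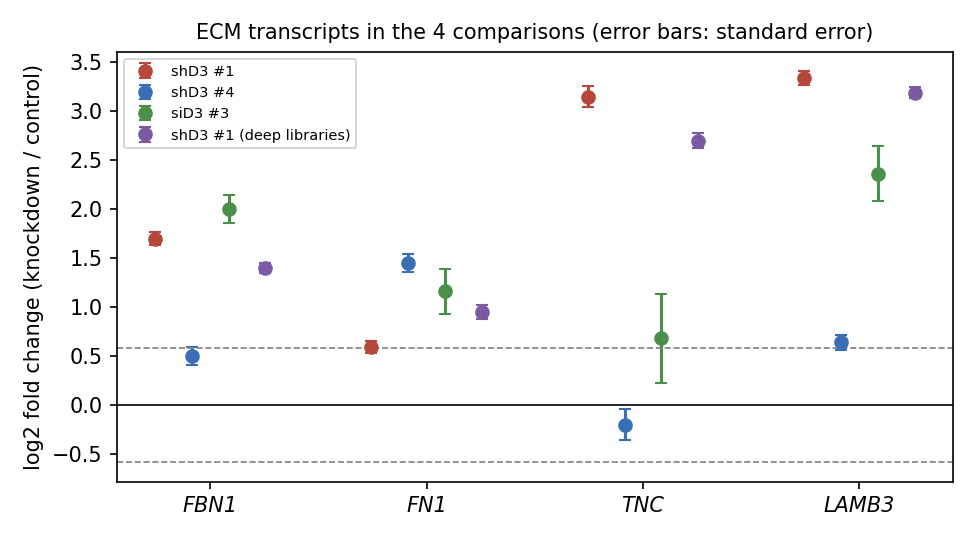
Log2 fold change (y axis) of 4 ECM transcripts (x axis) in the 3 knockdowns of the first libraries and in the deep shD3 #1 libraries, with bars for the standard error and dashed lines 0.585 above and below 0. *TNC* and *LAMB3* rose most in shD3 #1 (3.15 and 3.34), and *TNC* lies at -0.20 in shD3 #4.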

Notably, numerous mRNAs encoding ECM proteins, including Fibronectin-1, are significantly upregulated by depletion of THUMPD3. However, there is a dichotomy between changes in mRNA levels versus changes in protein levels; for all ECM factors analysed, their mRNAs increased in abundance whereas their protein levels decreased. One possible explanation for the observed reduction in protein levels following THUMPD3 depletion is that loss of the tRNA methyltransferase leads to the inhibition of global translation. However, previous reports present conflicting findings in this area. For instance, Yang *et al.* reported that while THUMPD3 depletion did affect polysome numbers, the impact was quite subtle [19]. Additionally, Wang *et al.* did not observe a significant reduction in polysome formation [20]. Nevertheless, they did find that THUMPD3 depletion led to an accumulation of monosomes and slight reduction in protein synthesis [20]. Clearly, further research is required to fully understand the role of THUMPD3 in the suppression of global translation. In any case, our loading controls will have controlled for a global downregulation of translation. The fact that we see significant downregulation of ECM proteins even after loading control correction, signifies a robust downregulation of their protein levels beyond the reduced levels expected from just suppression of global translation. Thus, the elevated levels of ECM and CAMs transcripts possibly stem from compensatory mechanisms attempting to overcome the reduced global translation.

The effects described above result from depletion of THUMPD3 from cells. This consequently leads to a marked reduction of m^2^G in RNA. However, it remains uncertain whether the effects we observed are solely attributable to THUMPD3’s role as an m^2^G methyltransferase or whether THUMPD3 possesses additional functions beyond its methyltransferase activity. This will be important to address in the future. Moreover, our findings raise a significant question concerning how THUMPD3 promotes one specific RNA splicing isoform over another. It is known that the related RNA methyltransferase THUMPD2 methylates *U*-snRNAs [20, 21], which are involved in splicing [54]. It is possible that THUMPD3 somehow interacts with the THUMPD2 enzyme to modulate this process. Alternatively, but not mutually exclusively, THUMPD3 might directly methylate one or more *U*-snRNAs, thereby regulating their function, or it could potentially methylate mRNAs themselves, influencing splicing. In addition, our RNA-seq data indicate that some *U*-snRNAs are downregulated following THUMPD3 depletion. However, the exact mechanism by which THUMPD3 could be involved in alternative splicing remains unclear. 

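The U-snRNA genes went in different directions in the 4 comparisons. In the first libraries the median log2 fold change of annotated snRNA genes was -0.03 over 32 genes in shD3 #1, 0.01 over 29 in shD3 #4 and 0.22 over 31 in siD3 #3. Past both thresholds were 8 higher and 4 lower in shD3 #1, 5 higher and 0 lower in shD3 #4, and 0 higher and 3 lower in siD3 #3. Those lower were *RNU2-63P*, *RNVU1-29* and 2 *RNU6* pseudogenes in shD3 #1, and *RNU4-1*, *RNVU1-31* and 1 *RNU6* pseudogene in siD3 #3. These counts moved with the settings. With no filter beyond 1 count, 15 of 521 were higher and 11 lower in shD3 #1. In shD3 #4 these were 7 and 2 of 524, and in siD3 #3 they were 1 and 6 of 543. The counts also moved when 1 library was left out. In shD3 #1 only 2 were lower without sh1Control replicate 1 or 3, and 3 were higher without shD3 #1 replicate 3 and 5 without sh1Control replicate 2 or 3. In siD3 #3 1 was lower without siD3 #3 replicate 1 and 2 without siD3 #3 replicate 2, and in shD3 #4 each of the 6 such fits called 1 or 2 lower. *RNU2-63P* in shD3 #1 (-0.90, adjusted p = 0.0431 from edgeR) lost the call in 5 of 6 such fits, with DESeq2 (0.248) and with the replicate block (0.0564), and *RNVU1-29* (-0.62, 0.0408) in 4 of 6 and with DESeq2 (0.186). *RNU4-1* in siD3 #3 (-0.79, 0.0448) lost it without siD3 #3 replicate 1 (0.103) or 2 (0.0750) and with at least 10 counts in every sample (0.0610). In the deep shD3 #1 libraries the annotated class also holds *RN7SK*, which is not part of the spliceosome. Without it the median was -1.71 over 15 genes, of which 13 were lower and 0 higher past both thresholds. Leaving out 1 deep library at a time gave medians from -2.79 to -1.56 over 14 to 19 genes, with 10 to 16 lower and 0 higher. *RNVU1-18*, *RNU4-2* and *RNU4-1*, the most abundant of the 15, had log2 fold changes of -6.83, -3.80 and -4.64 (standard errors 0.29, 0.27 and 0.29). *RNU4-2* (ENSG00000202538), on chromosome 12 from 120291763 to 120291903, went from 14.1 ± 4.73 (SD, n = 3) to 0.987 ± 0.313 (SD, n = 3) cpm there. In the first libraries it rose instead, by 2.85 in shD3 #1 (standard error 0.80) and 2.31 in shD3 #4 (standard error 0.17, adjusted p = 4.27e-11 from edgeR), and was not called in siD3 #3 (-0.49). The rise in shD3 #1 came from replicate 3, at 385 cpm against 35.0 and 14.3 in replicates 1 and 2, and was 0.29 without it. Short RNAs outside the spliceosome fell as well in the deep libraries, among them *RMRP* (-2.83) and *RN7SK* (-2.13). snRNAs have many near-identical copies and pseudogenes, so the counts of a single gene are uncertain, and many had fewer than 100 counts in every library.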

Regardless of which scenario is at play in lung cancer cells, gaining a detailed mechanistic understanding will necessitate the development of more sensitive technologies to detect m^2^G in RNAs than those currently available.

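*THUMPD3-AS1* (ENSG00000206573) is annotated on the minus strand of chromosome 3 from 9349689 to 9398579, and *THUMPD3* on the plus strand. The overlap of the annotated spans is 23821 nt, the whole of *THUMPD3*. The log2 fold change of *THUMPD3-AS1* was -0.17 in shD3 #1 (standard error 0.07, adjusted p = 0.0404 from edgeR), 0.21 in shD3 #4 (0.07, 0.0141), 0.15 in siD3 #3 (0.09, 0.258) and -0.45 in the deep shD3 #1 libraries (0.10, 0.00101). None passed the fold change threshold, except in the deep libraries without shD3 #1 replicate 1 (-0.60). The paper's text does not name which strand was used in counting, so reads of *THUMPD3* counted on the antisense gene cannot be excluded and its values are uncertain.

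**Figure D4:**
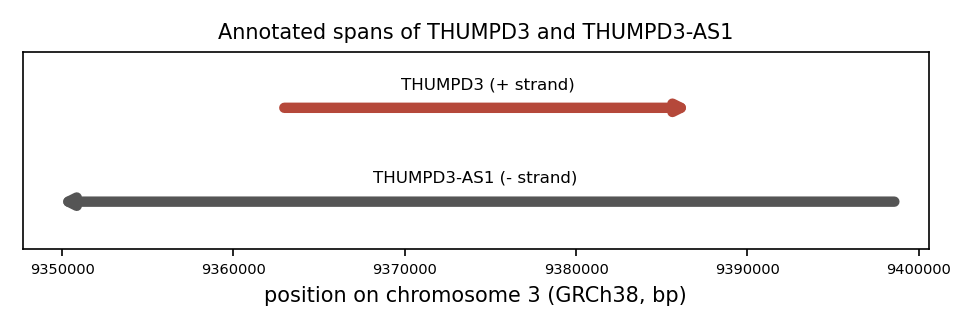
Annotated spans of *THUMPD3* and *THUMPD3-AS1* by position on chromosome 3 of GRCh38 (x axis, bp), with arrows for the strand. *THUMPD3*, from 9362971 to 9386791, lies within *THUMPD3-AS1*, from 9349689 to 9398579.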

An additional aspect worth considering is a potential role played by *THUMPD3-AS1*, a long lncRNA that partially overlaps with the *THUMPD3* gene. Intriguingly, previous research highlighted the involvement of *THUMPD3-AS1* in lung cancer cell proliferation [55]. Investigating the potential interplay between THUMPD3 and *THUMPD3-AS1* could yield significant insights. Notably, existing studies characterising the role of *THUMPD3-AS1* in cancer have not examined the consequential effects (if any) on THUMPD3 levels following *THUMPD3-AS1* depletion. It is conceivable that the observed impairment in proliferation upon THUMPD3-AS1 depletion could be attributable to alterations in THUMPD3 protein levels or vice versa. Additionally, the possibility of further interactions, such as THUMPD3-dependent methylation of *THUMPD3-AS1*, could be investigated.

Here, we have uncovered a pivotal role for THUMPD3 in promoting lung cancer cell proliferation and migration. We find that the enzyme plays a crucial role in the regulation of the ECM, including the AS of *Fibronectin-1*, favouring a pro-metastatic isoform. We posit that THUMPD3 contributes, at least in part, to the maintenance of lung cancer via these mechanisms. Furthermore, our experiments also revealed that overexpression of THUMPD3 increases proliferation of both lung cancer cells and normal lung fibroblasts. These findings indicate that THUMPD3 may function as a novel oncogene contributing to the development of lung cancer. This observation is consistent with the activity of other RNA methyltransferases, such as METTL3, which promotes various cancer types, including AML, glioblastoma, and colorectal cancer [56]. Importantly, we also found that depletion of THUMPD3 from normal, non-transformed human lung fibroblasts did not significantly influence their proliferation rate. This highlights a specific and significant role for THUMPD3 in the context of lung cancer cell growth and provides support and rationale for the initiation of a THUMPD3 drug discovery programme.

## Materials and methods

### Cell culture

Cell culture was carried out under sterile conditions in a standard laminar flow hood. Human cell lines were maintained in filter top flasks or culture dishes and cultured in respective growth media. 293T, A549 and IMR-90 cell lines were grown in DMEM supplemented with 1 x penicillin-streptomycin (pen-strep) antibiotics and 10% [v/v] foetal bovine serum (FBS). H1975 cells were grown in RPMI media supplemented with 1x pen-strep antibiotics and 10% [v/v] FBS. Cells were grown at 37°C, 5% [v/v] CO_2_ and were maintained at ≈ 80% viability. Cells were passaged every 3–5 days and seeded at 1 x 10^5^ live cells per ml. Cells were passaged using conventional cell culture techniques. The maximum number of passages was 20 before a new vial of cells was revived. Tests for mycoplasma contamination were carried out every month or when a new vial of cells was revived.

### Transient transfection with siRNA

ON-TARGETplus (Dharmacon) or FlexiTube (Qiagen) siRNAs were used for the knockdown experiments according to the manufacturer’s instructions. 0.5–3 x 10^5^ cells per well were used for transfections in 6-well plates. siRNA sequences are listed in S3 Table.

### Transfection with plasmids for protein overexpression

1 x 10^5^ cells per well were plated into 6-well plates. Cells were allowed to settle and attach overnight. Next morning, transfection was carried out using Lipofectamine^™^ 3000 Transfection Reagent (Thermo Fisher, L3000001) according to the manufacturer’s instructions.

### Lentiviral production and infection

The ‘all-in-one’ pLKO-Tet-On system was used to generate inducible shRNA mediated THUMPD3 knockdowns [57, 58]. 293T cells were seeded onto L-polylysine (1 *μ*g/ml) coated 10 cm dishes 24 hours prior to transfection in antibiotic-free DMEM media with 10% [v/v] FBS. Cells were 80% confluent on the day of transfection. To produce lentiviral particles, cells were transfected using 42 *μ*l FuGENE^®^ 4K Transfection Reagent (Promega, E5911) with 6 *μ*g of l pLKO-Tet-On constructs together with 3.5 *μ*g psPAX2 (Addgene, 12260) and 4 *μ*g pCMV-VSV-G (Addgene, 8454). 16 hours later, the media was exchanged for fresh media. 48 hours post-infection, virus particles were harvested and sterile filtered using 0.45 *μ*m syringe filters (Millipore). Aliquots of lentiviral supernatants were stored at -70°C. Target cells (A549) were then transduced with the virus with polybrene (8 *μ*g/ml) to increase the efficiency of transduction. 48 hours after infection transduced cells were selected for by treatment with puromycin (1 *μ*g/ml). To induce expression of shRNAs, 10–100 ng/ml doxycycline was added to the media and the cells were incubated for 4–8 days to allow adequate expression of the shRNA. Target sequences of shRNA are listed in S3 Table.

### Cell proliferation assays using Incucyte^®^ S3 live-cell imaging

0.5–2 x 10^5^ cells per well (A549, H1975 or IMR-90) were seeded in 6-well dishes and reverse transfected with 2.5 nM of control (siscr) and THUMPD3 (siD3 #3, 9) siRNAs. Next day the media was changed, and plates were placed into an Incucyte^®^ machine for live-cell imaging. The confluence of cells at time point zero was maintained at ∼ 20% to allow a proper curve to be formed. The algorithm is based on measuring cell proliferation using live-cell time-lapse imaging without labels using Classic Confluence Analysis.

### Development of stable cell lines

Stable cell lines were developed as described by Ebrahimi *et al.*, 2015 [59]. Essentially, the pCMV6-Entry (pEV) and pCMV6-THUMPD3 (pD3.3) (S3 Table) were linearised using BglII enzyme (NEB, R0144S) according to the manufacturer’s instructions. Following electrophoresis of the resulting digestion product in a 1% [w/v] agarose gel, the linear plasmid was purified using standard QIAquick Gel Extraction Kit (Qiagen, 28706X4). H1975 cells were transfected with 1 *μ*g of the purified linearised vector as described above. Next day culture medium was refreshed. 48 hours post transfection, the cells were treated with 400 *μ*g/ml of G418 antibiotic to select for transfected cells. Once control cells without plasmid died, the concentration of G418 was reduced to 175 *μ*g/ml. Successful overexpression of THUMPD3 in the relevant stable cell lines was confirmed by Western blotting with anti-THUMPD3 antibody. Cell lines with equivalent expression of endogenous and exogenous THUMPD3 were selected for further analyses, such as rescue experiments.

### THUMPD3 rescue experiment

H1975 cells stably harbouring control (pEV) or THUMPD3 (pD3.3) expression vectors were used. 3 x 10^4^ cells per well were seeded into a 12-well plate and reverse transfected with 2.5 nM of control (siscr) and THUMPD3 (siD3 #9) siRNAs. 24 hours later the media was exchanged, and the plate was placed into the Incucyte^®^ instrument to follow cell growth.

### Crystal violet staining

0.5 ml/well for 12-well or 1 ml/well for 6-well dish of Crystal violet (CV) solution (0.05% [w/v] Crystal violet, 20% [v/v] ethanol) were added to fix and stain cells. Cells were incubated in the solution for 5 minutes on a shaker (slow shake). Plates were washed by submerging in a 1 litre beaker with H_2_O, allowed to dry overnight and imaged on an Epson Perfection V800 Photo scanner.

### Colony formation assay

A549 (1000 cells/well) and H1975 (2000 cells/well) were seeded into 6-well plates in a total volume of 2 ml per well. Colonies were allowed to form over 10–14 days. Colonies were then fixed and stained with CV and imaged using an Epson Perfection V800 Photo scanner.

### Wound healing assay

A549 or H1975 cells were reverse transfected with 2.5 nM of control (siscr) and THUMPD3 (siD3 #3, 9) siRNAs. 72 hour later 2 x 10^4^ cells were seeded into ibidi chambers (Culture-Inserts, 2 wells/chambers; ibiTreat, 80206) and allowed to form a monolayer. 24 hours later the Culture-Inserts were removed (’scratch’ was introduced). The chamber was filled with 1 ml of medium. To ensure that images were taken at the same field, a line was drawn perpendicular to the scratch at the bottom of the imaged field. Each image was then taken at the same spot. Pictures were taken at 0–24 hours post scratch using a Leica EC3 digital camera. Images were analysed using Image J software. The area of the wound was measured using the Image J plugin—MRI wound healing [60].

### Transwell^®^ migration assay

Transwell^®^ inserts (8 *μ*m; Corning^®^, 354480/1) were used to assess the migration capacity of cells upon THUMPD3 depletion. 2 x 10^5^ cells (A549 or H1975) were reverse transfected with 2.5 nM of control (siscr) and THUMPD3 (siD3 #3, 9) siRNAs. After 72 hours, cells were serum starved for 24 hours. The following day, 800 *μ*l DMEM 10% [v/v] FBS were added to the bottom of the empty well (12-well plate). Transwell^®^ chambers were then added to the wells with sterile tweezers, ensuring no bubbles were introduced. The cells were washed, detached with 1x trypsin-EDTA or cell dissociation buffer enzyme-free PBS-based (Gibco, 13151–014) and neutralised in DMEM 2% [v/v] FBS. The cells were counted and prepared at a concentration of 1 x 10^5^ cells per ml in serum-free media. 300 ml of cell suspension (3 x 10^4^ cells) was added to each Transwell^®^ chamber. The plates were then incubated overnight at 37°C. 24 hours post-seeding, the Transwells^®^ were removed and washed by submerging in 1x PBS. The migrated cells were then fixed and stained using CV, and imaged on an Epson Perfection V800 Photo scanner.

### Immunoblotting

Protein samples were harvested in RIPA buffer (25 mM Tris-HCl pH 7.6, 150 mM NaCl, 1% [v/v] NP-40, 1% [w/v] sodium deoxycholate, 0.1% [w/v] SDS) supplemented with protease and phosphatase inhibitor tablets, followed by sonication in Bioruptor Pico, Diagenode. Lysate was cleared by centrifugation at 12,000 × g and quantified using a DC Protein Assay Kit (BIO-RAD). Samples were run on SurePAGE^™^ precast polyacrylamide gels and transferred to nitrocellulose membrane. Membranes were blocked in 5% [w/v] BSA (or powdered milk) in 1x TBS, 0.1% [v/v] Tween20 (TBS-T) and then incubated at 4°C with primary antibodies. Bound antibody was detected with ECL solution following the manufacturer’s instructions (Promega, W1015). The membrane was imaged via a Chemidoc^™^ imaging system (BioRad). Antibodies and reagents listed in S3 Table.

### RT-qPCR

RNeasy Mini Kit (QIAGEN, 74104) was used for RNA extraction. An additional step of DNase digestion was incorporated after the first wash following the RNase-Free DNase Set protocol (QIAGEN, 79254). To prepare cDNA, RNA was reverse transcribed using the SuperScript^™^ III Reverse Transcriptase (Invitrogen^™^, 8080044). qPCR analysis was performed using a StepOnePlus^™^ Real-Time PCR System (Applied Biosystems^™^, Thermo Fisher, 4376357) with Power SYBR Green Master Mix Kit (Applied Biosystems^™^, Thermo Fisher, A25741). Primers listed in S3 Table.

### Purification of small and large RNA fractions

RNA Clean & Concentrator kits (ZYMO RESEARCH, R1013 or R1017) were used to separate small (≤ 200nt) RNA fraction, following the manufacturer’s instructions. RNA concentration was determined using a Qubit^™^ RNA HS Assay Kit (Thermo Fisher, Q32855).

### Mass spectrometry analysis of RNA nucleoside m^2^G

Nucleosides were prepared from enzyme-processed RNA by enzymatic digestion, using a cocktail of Benzonase (Merck), Phosphodiesterase 1 (Merck), and Antarctic Phosphatase (New England Biolabs) as described previously [61]. The reactions were filtered using an Amicon 30kDa MWCO spin-column (Merck) to remove protein and the filtrate was mixed with a 2 x loading buffer containing 0.1% formic acid and an internal standard (13C-labeled uridine generated from 645672–1MG Merck KGaA, previously treated with Antarctic Phosphatase). The samples were loaded onto an ACQUITY UPLC HSS T3 Column, 100 Å, 1.8 *μ*m, 1 mm X 100 mm (Waters Corp., Milford, MA, USA) and resolved using a gradient of 2%–10% acetonitrile in 0.1% formic acid over 10 min. MS analysis was performed in positive ion mode on an Orbitrap QExactive HF (Thermo Fisher, Waltham, MA, USA) mass spectrometer. Standard dilutions of all experimental nucleosides were prepared and analysed in parallel. There were three technical replicates of each sample and the analytical processing was performed using XCalibur Software (Thermo Fisher).

### RNA-sequencing

Whole transcriptome analysis was performed using RNA-sequencing (RNA-seq) technology. Total RNA, depleted of rRNA, was used as an input material for RNA-seq. rRNA was removed using Ribo-Zero^®^ rRNA Removal Kit (Illumina) following the reference guide. RNA Clean & Concentrator-5 kit (ZYMO RESEARCH, R1013) was used to clean up the rRNA depleted RNA sample. RNA was eluted in 15 *μ*l nuclease-free water. The efficiency of rRNA removal was assessed using an RNA Screen Tape (Agilent, 5067–5576) analysed on a 4200 TapeStation System (Agilent, G2991BA). 13 *μ*l of rRNA depleted RNA sample were used for the preparation of the RNA-seq library. The NEXTFLEX^®^ Rapid Directional RNA- Seq Kit 2.0 protocol was followed to perform all the remaining steps for library construction steps.

### RNA-seq data analysis

Reads were aligned to the human reference genome (GRCh38.p14) using STAR (v2.7.10a), with –quantMode GeneCounts to quantify gene counts with the annotation source NCBI RefSeq reference transcriptome GTF file [62]. Processing steps including gene filtering, normalisation and subsequent differential gene expression analysis were performed using the DESeq2 (v1.38.3) package in R (v4.2.0) [63].

In the DESeq2 workflow, two experimental variables were considered for the experimental design. The first variable was ‘Type,’ representing the type of gene knockdown (shD3 #1, shD3 #4, siD3 #3). The second variable was ‘Condition,’ representing untreated versus treated samples. Three biological replicates were used for each condition. Differential analyses were performed on all types of knockdowns using the formula: ∼ Condition + Type + Condition:Type. Additionally, analyses were conducted on each knockdown type individually using the formula: ∼ Condition, where treated samples were compared to untreated samples (reference level). Adjusted p-values were calculated using the Benjamini-Hochberg method as implemented in DESeq2 [64]. Fold changes were shrunk using the ashr and apeglm methods as implemented in DESeq2 [65, 66].

Functional enrichment analyses, encompassing Gene Ontology (GO), Reactome and KEGG pathway analyses, were conducted using the clusterProfiler package (v4.7.1.3) in R [67]. The list of significantly differentially expressed genes from DESeq2 was used for these analyses.

### Differential splicing data analysis

Alternative splicing (AS) events between untreated and treated shD3 #1 samples, representing conditions without and with THUMPD3 depletion, respectively, were identified from aligned reads using MAJIQ (Modelling Alternative Junction Inclusion Quantification) (v2.4) software [69, 69] and its associated visualisation package VOILA (v2.4). Default parameters were used, including –threshold 0.2 and –changing-pvalue-threshold 0.05. The AS information of Local Splicing Variations (LSVs) was further parsed and classified into subtypes of AS events (such as exon skipping, alternative intron, 5’ alternative splice sites, 3’ alternative splice sites etc.) using the MAJIQ Modulizer program with stringent parameters: 1) maximum dPSI value ≥ 0.2, 2) p value for determining whether a LSV is changing ≤ 0.05, 3) probability that a LSV is changing ≥ 0.95.

## Supporting information

S1 Fig Further characterisation on THUMPD3’s role in lung cancer cells and lung fibroblasts. **(A)** Crystal violet staining of A549 cells with shRNA mediated THUMPD3 depletion (6 days post induction). **(B)** Effect of shRNA mediated THUMPD3 depletion on cell proliferation assessed by cell counting. The graph represents data from 3 replicates per condition. Statistical analysis was performed using One-Way ANOVA corrected for the comparisons using the Bonferroni method (Alpha: 0.05); ns—P > 0.05, *—P ≤ 0.05, **—P ≤ 0.01, ***—P ≤ 0.001, ****—P ≤ 0.0001. Error bars represent the mean ± SD of 6 independent replicates. **(C)** Western blotting representing reduction in THUMPD3 level upon shRNA induction. GAPDH was used as a loading control. **(D)** Live-cell imaging analysis of IMR-90 cell proliferation upon THUMPD3 depletion. Data are represented as the mean of duplicates ± SD. Western blotting was performed to validate THUMPD3 depletion upon siRNA treatment (inset in graph). GAPDH was used as a loading control. The asterisk indicates a cross-reaction band. **(E)** Quantification (manual) of differences in colony formation in H1975 cells upon THUMPD3 depletion. The bar chart represents percentage of formed colonies normalised to control (mean of 2 experiments ± SD). **(F)** Live-cell imaging analysis of H1975 cells stably harbouring control empty vector (pEV) or exogenous THUMPD3 expression vector (pD3.3) and transfected with control siRNA (siscr). Following analysis, THUMPD3 levels were assessed by Western blotting (insets in graph). GAPDH was used as a loading control. **(G)** Live-cell imaging analysis of IMR-90 cells expressing exogenous THUMPD3 (pD3). Following analysis, THUMPD3 levels were assessed by Western blotting (insets in graph). GAPDH was used as a loading control. **(H)** Wound healing assay upon shRNA mediated THUMPD3 depletion in A549 cells. Representative light-field images of wound healing at indicated time points. Migration fronts are highlighted by blue lines. **(I)** 200,000 A549 cells were reverse transfected with 2.5 nM of control (siscr) and THUMPD3 (siD3 #3, #9) siRNAs, as indicated. 72 hours later, cells were collected for Western blotting analysis with anti-cleaved PARP1 and anti-THUMPD3 antibodies, as indicated. GAPDH was used as a loading control.
(TIF)

S2 Fig Gene expression changes induced by THUMPD3 depletion. **(A)** PCA (principal component analysis) based on gene expression values. Each dot in the plot represents each sample/replicate. Principal component 1 (x-axis) explains 68% of the variance in the data and principal component 2 (y-axis) explains 19% of the variance in the data. The dots are coloured according to the treatment condition (red-untreated; blue-treated), and they are shaped according to the types of knockdown (round—shD3#1, triangle—shD3#4, square—siD3#3). **(B, C)** Reactome pathway analysis of A549 cells upon THUMPD3 depletion. Reactome enrichment statistics for top up- and downregulated pathways are plotted and ranked according to adjusted p-value ranging from red (significant) to blue (less significant). **(C)** Western blotting of Laminin B3 levels in A549 cells upon THUMPD3 depletion. Cells were collected 5 days after siRNA transfection for a Western blot analysis with anti-Laminin B3 followed by anti-THUMPD3 antibodies, as indicated. Vinculin levels were used as loading control, as indicated. The asterisk indicates a cross-reaction band. **(E-G)** Volcano plots representing differential gene expression changes from the comparison of shD3#1 vs wt, shD3#4 vs wt, siD3#3 vs wt. The log2 fold change is plotted on the x-axis against -log10 of adjusted p-value plotted on the y-axis. Each point represents a single gene. A single gene with a significant fold change or p-value is represented in green or blue, respectively. When both parameters are significant for a gene, the corresponding dot is displayed in red. Significance cut-off for log2 fold change is 0.585 and for adjusted p-value is 0.05.
(TIF)

S3 Fig Changes in alternative splicing induced by THUMPD3 depletion. **(A-C)** Volcano plots of differential splicing events: intron retention, alternative 3’ splice site, alternative 5’ splice site. The fold change of dPSI is plotted on the x-axis against -log10 of non-changing probability plotted on the y-axis. Each point represents a single transcript. Significance cut-off for p-value is 0.05. **(D)** Targets identified through alternative exon usage analysis were grouped based on their relationship to ECM and CAMs (blue) or links to neurodevelopment (yellow). Transcripts falling into both categories are represented in the green zone; ECM—extracellular matrix, CAM—cell adhesion molecule.
(TIF)

S1 Table RNA-seq analysis of gene expression changes in A549 cells upon THUMPD3 depletion. List of significantly upregulated and downregulated transcripts identified through RNA-seq analysis that change in response to THUMPD3 depletion.
(XLSX)

S2 Table Differential splicing analysis data. List of transcripts identified as transcripts that exhibit alternative splicing events in response to THUMPD3 depletion.
(XLSX)

S3 Table List of reagents and resources. Includes list of qPCR primers, siRNA and shRNA sequences.
(XLSB)

S4 Table Numerical values behind graphs in main and supplementary figures.

S1 File Full western blot pictures.

# Supplementary material for: THUMPD3 regulates alternative splicing of ECM transcripts in human lung cancer cells and promotes proliferation and migration
**Source:** PLoS One. 2024 Dec 10;19(12):e0314655. doi: 10.1371/journal.pone.0314655

Figure 1C

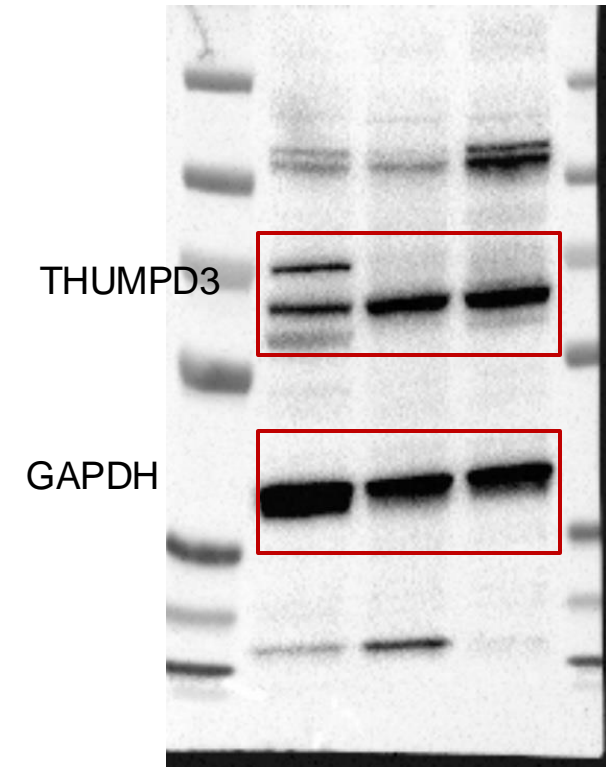

Figure 1E

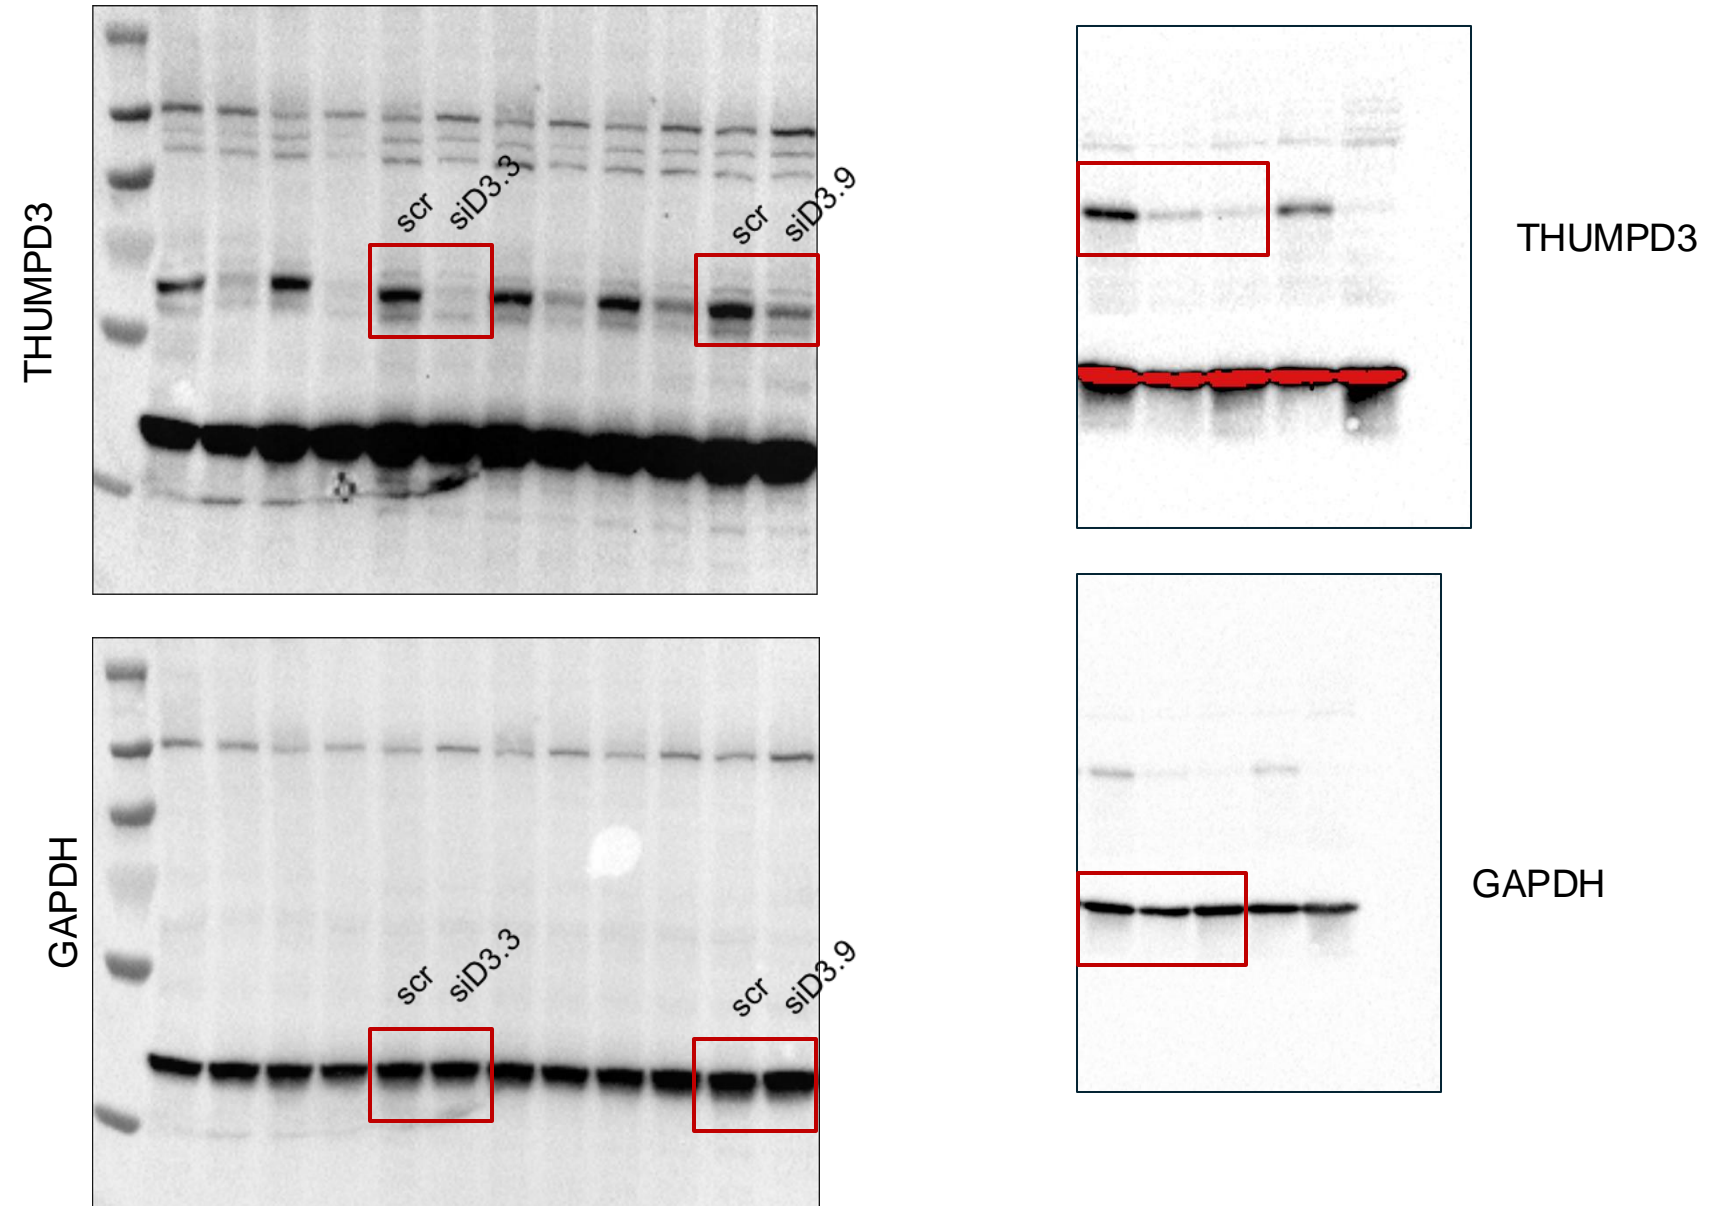

Figure 2B

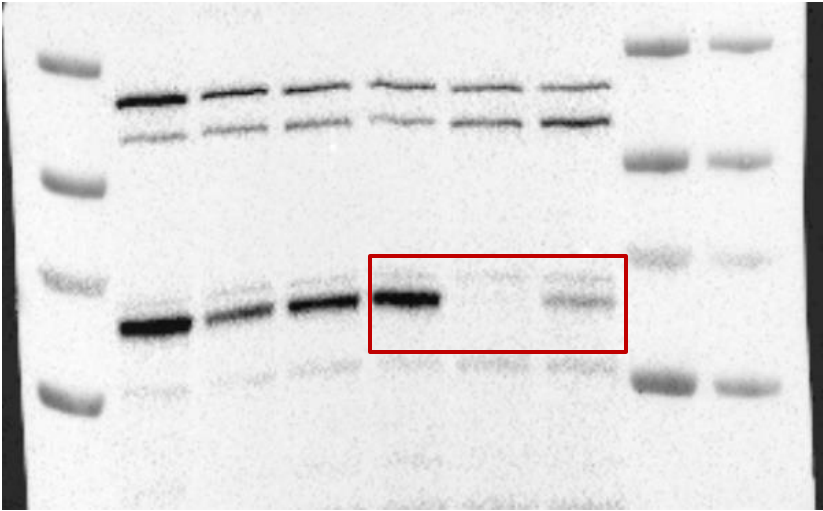

THUMPD3

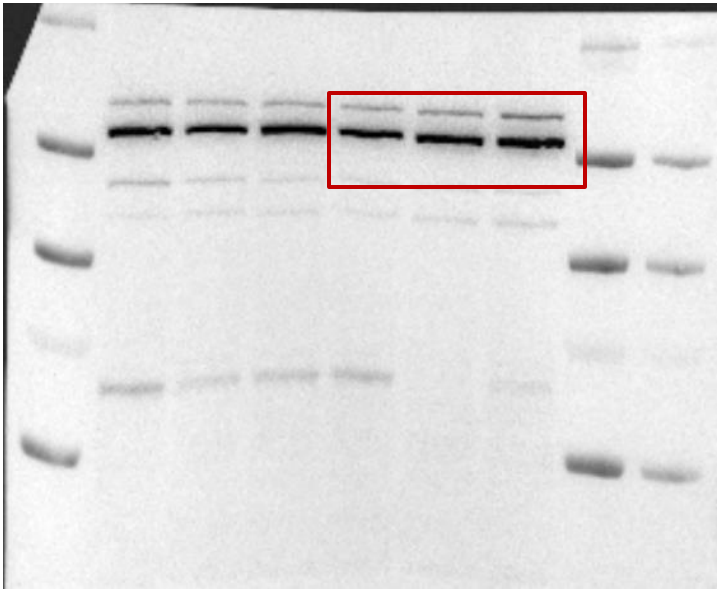

Vinculin

Figure 2C

Figure S1F

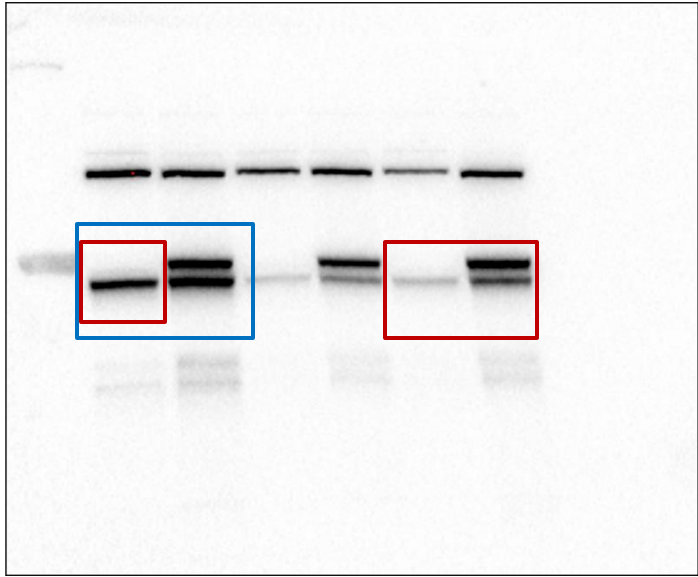

THUMPD3

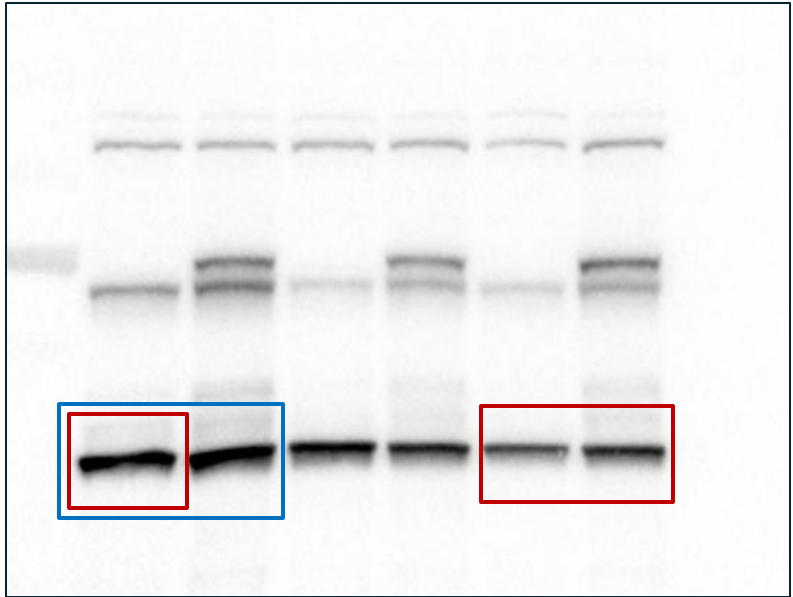

GAPDH

Figure 3D

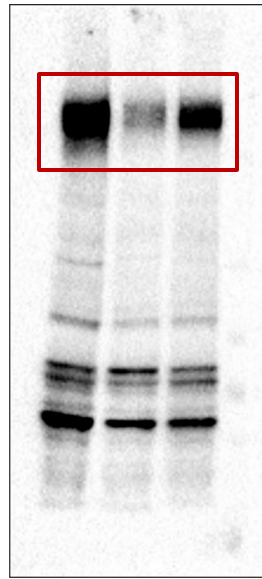

Fibronectin

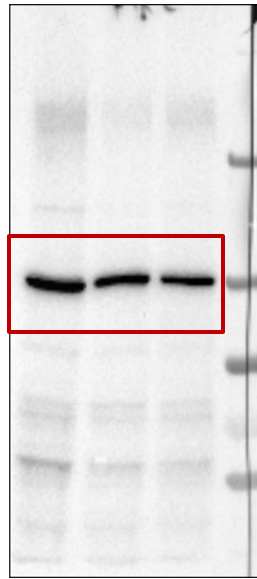

Vinculin

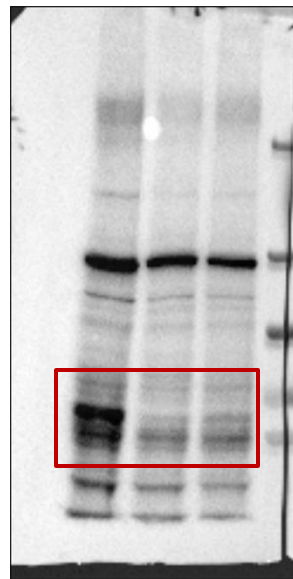

THUMPD3

TNC

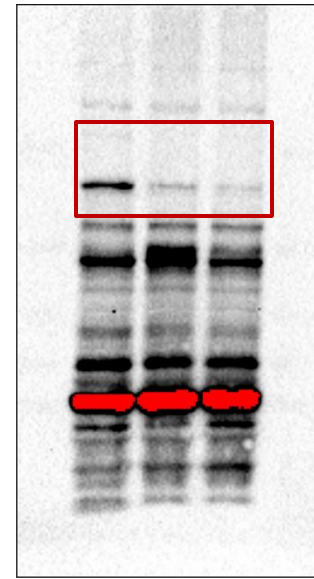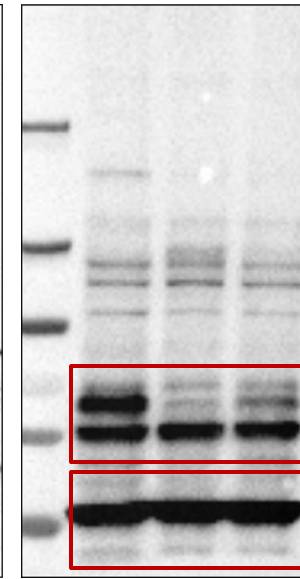

THUMPD3

GAPDH

Figure S1C

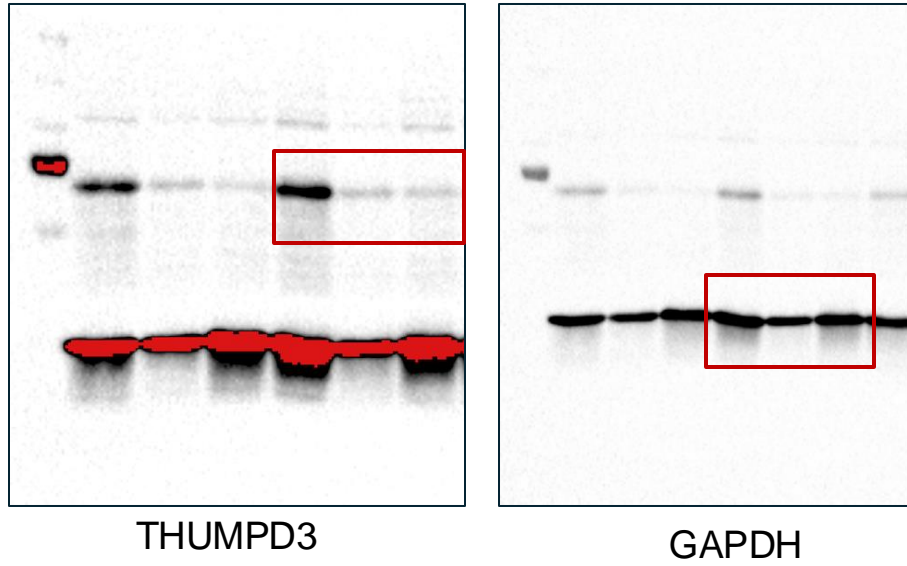

Figure S1D

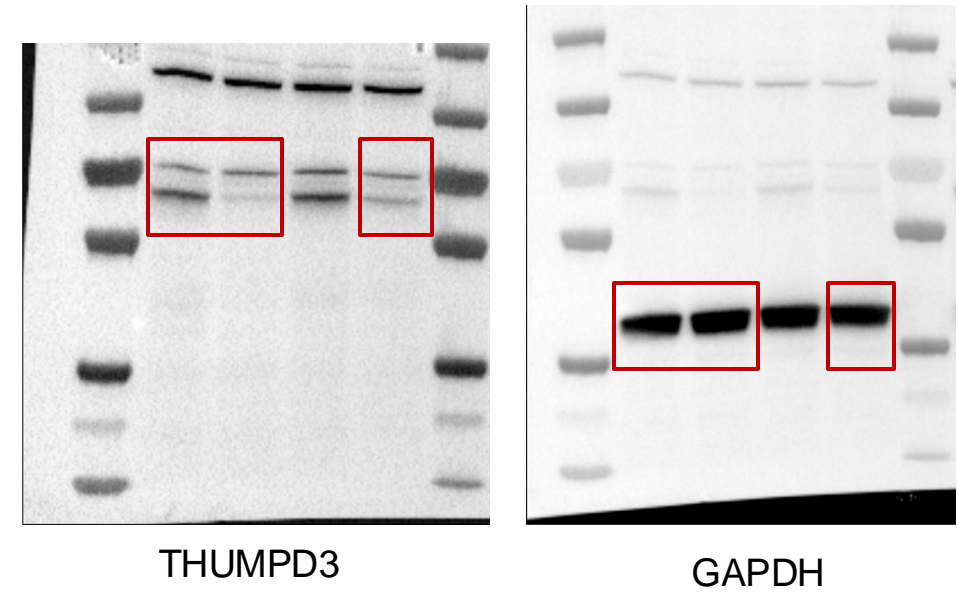

Figure S1G

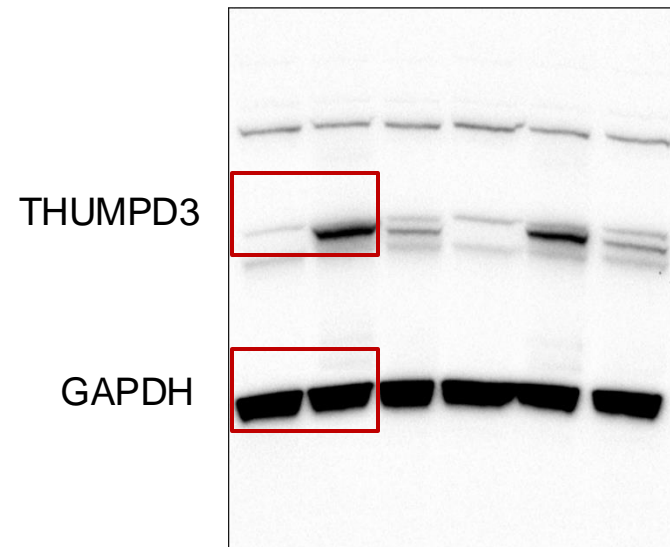

Figure S1I

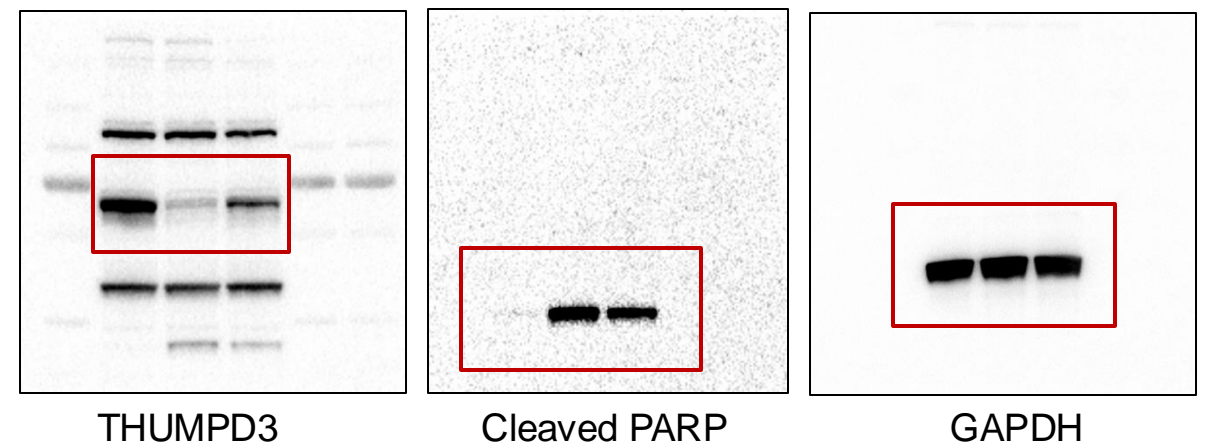

Figure S2D

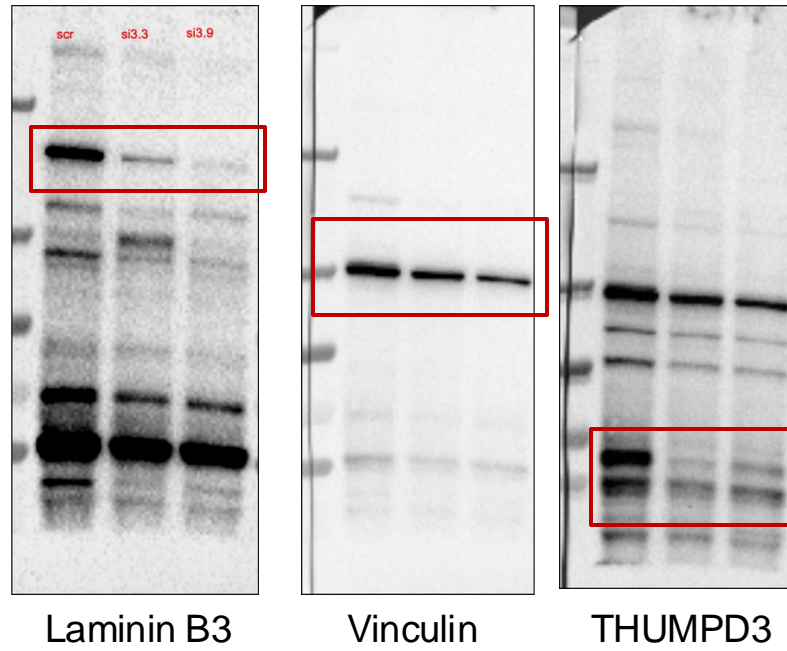

**Supplement:** S1 File

How the deposited data were processed for this re-analysis (not part of the article)

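Gene expression was measured by RNA-sequencing of A549 cells after depletion of THUMPD3, in 23 libraries. The first 17 libraries hold 3 knockdowns (siD3 #3, shD3 #1 and shD3 #4), each with its own controls. The other 6, sequenced more deeply for the splicing analysis, hold shD3 #1 and sh1Control. The authors removed ribosomal RNA, prepared directional libraries, aligned the reads to GRCh38.p14 with STAR and counted reads on genes. The deposited values of both tables are counts, in reads per gene, without normalisation or filtering, and the values themselves were whole numbers with totals that differed between libraries. The paper names the NCBI RefSeq annotation. The table of the first libraries lists 61806 genes by Ensembl identifier, and that of the deep libraries lists 42901 genes by symbol. No column was left out. Gene positions, classes and sequences came from GENCODE release 44 on GRCh38, which may not be the release used in counting. It held 61757 of the genes of the first table (100.0% of counts) and 27502 of the genes of the second (83.1% of counts).

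Each knockdown was compared with its own controls in edgeR 4.0.16 (R 4.3.3) with TMM normalisation, the default filter of filterByExpr and the quasi-likelihood test. Thresholds were a Benjamini-Hochberg adjusted p-value of 0.05 and a log2 fold change of 0.585. Standard errors are those of the log2 fold changes, and SDs are between libraries of a group. The genes changed in both approaches were those past both thresholds in the same direction in all 3 knockdowns. The average effect of the 3 knockdowns, and the difference between them, were tested in 1 model of all 17 libraries with knockdown type, condition and their interaction. Genes that differed between knockdowns were counted by the adjusted p-value alone, with no fold change threshold. The principal component analysis used variance-stabilised counts from DESeq2 1.42.0 and the 500 genes of highest variance. Gene lists were tested with camera of limma 3.58.1 (preset correlation 0.01), with Benjamini-Hochberg adjustment over 6 lists and 4 comparisons, 24 pairs in all. The lists were ECM organisation families, M phase and checkpoint genes, p53 target genes, interferon-stimulated genes, ATF4 target genes and mitochondrially encoded mRNAs. Their medians were also set against the central 95% of the medians of 10000 random lists matched in GC content, transcript length and level. *THUMPD3* was also compared by an exact permutation test in each comparison. Figures and sequence counts were made with python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

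The comparisons, thresholds, lists and named genes, and all alternatives except 1 for the average effect, were chosen before the data were examined. Named genes were *THUMPD3*, *THUMPD3-AS1* and *THUMPD2*, the 4 ECM transcripts of Fig 3C, and the 5 genes with the largest mean change in each direction among those called in all 3 knockdowns with no overlap between knockdown and control samples. They also included genes labelled in Fig 3A that a knockdown did not call, and U-snRNA genes past the adjusted p threshold in at least 1 comparison. They also included the most and the least changed member of each gene list. *CANX* was followed up, and the short RNAs outside the spliceosome were named, after their values were seen. The 7-mer search, the permutation test of control distances, the gene list tests on the difference between knockdowns, the regression on the S1 Table, the thinning of the deep controls, the histone group and the removal of *RN7SK* from the annotated snRNA class were added after the data had been seen. So were the limits at which the follow-up tests were read. Alternatives were DESeq2, DESeq2's size factors in edgeR, no filter beyond 1 count, at least 10 counts in every sample, each replicate left out in turn, the replicate number as a block, glmTreat, a log2 fold change threshold of 1 and 1 fit of all 17 libraries. For the average effect they also included each knockdown as the reference, an additive model and DESeq2's Condition coefficient. For the gene lists they were fry and an estimated correlation, and for the principal component analysis log2 cpm with a prior count of 2 and all genes.

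The median depth was 15838420 to 19962085 counts in the first control groups, 14430162 to 19205896 in the first knockdown groups, 55784748 in the deep controls and 30160892 in deep shD3 #1. A gene with 20 counts in a library is therefore measured far less precisely than *THUMPD3*, whose lowest count was 211. Other splits of the samples into groups of the same sizes were counted, all 10 for 3 against 3 and 100 drawn for the models of all 17 libraries. A search of mRNA 3′UTRs for 7-mers whose mRNAs changed was run in each comparison, over mRNAs with a log2 level of at least 2 cpm and 7-mers in at least 50 of them, with log2 fold changes limited to 3 in size and GC content and length fitted. On simulated data with 200 genes changed, edgeR recovered 94%, 95.5%, 85.5% and 94.5% of them in shD3 #1, shD3 #4, siD3 #3 and deep shD3 #1. The raised genes there had median log2 fold changes of 1.5, 1.48, 1.53 and 1.52 in the same order, far above the fold change threshold. These shares therefore do not show how many genes near the threshold would be recovered. The test of a difference between knockdowns recovered 77.5% of the genes changed. A gene list raised in simulated data was called by limma's camera and a random list was not. In shuffled values, a planted 7-mer ranked 1 (z of -16.91) and the lowest other z was -3.48. The result of 1 gene under the naming rule is not reported here. Splice junctions, qPCR, Western blot and proliferation measurements were not analysed here.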

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

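The counts of other splits of the samples, and the tests of seed matches, of doxycycline, of depth, of leaving out the 10 genes with the most counts, of GC content for the p53 genes and for the correlation of the shRNAs, were set before their results were seen. The comparisons, the gene lists and their alternatives were chosen before the data were examined. All other tests here were chosen only after the result was seen. No group held enough samples for a test of single deviating samples.

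The effects of the knockdowns differed from each other. In a test of the difference itself, 9781 of 18672 genes (52.4%) responded differently to the 3 knockdowns. This and the other counts of genes that differed use the adjusted p-value alone, so they include differences of any size. Of 100 splits of the samples only 1, the real one, gave as many (highest other 2416). The average effect of the 3 knockdowns called 3226 genes past both thresholds, a stricter count. Again 1 of 100 splits, the real one, reached that number (highest other 1625). Leaving out the 10 genes with the most counts (33.5% of all counts) left 9773 genes that differed, which decides nothing, since TMM scaling already limits their weight. Between the shRNAs 3666 genes differed in one direction and 3692 in the other. TMM scaling centres the fold changes, so this balance does not test a shift of all genes by a few abundant ones. The adjusted p-value of the difference was 1.47e-09 for *THUMPD3*, 0.00462 for *FN1*, 1.75e-07 for *FBN1*, 3.84e-06 for *TNC*, 1.12e-08 for *LAMB3* and 1.44e-12 for *CANX*, and 38 of 49 named genes with such a test differed. Between siD3 #3 and the mean of the shRNAs 5433 genes differed. Harvest day and delivery separate siD3 #3 from both shRNAs and stay open as causes of that difference. The shRNAs share both, and 7358 genes differed between them, so these are not the whole cause of the differences among the 3 knockdowns. Between the shRNAs 411 genes were called in opposite directions, which argues against the depth of the knockdown alone. Off-target effects of each reagent stay open as an explanation.

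Gene lists differed as well (camera on the difference). Against the mean of the shRNAs, siD3 #3 raised ECM genes more (adjusted p = 0.00117), p53 target genes (1.11e-24) and interferon-stimulated genes (1.84e-07), and lowered M phase genes more (1.60e-53). Against shD3 #4, shD3 #1 lowered M phase genes more (1.52e-05) and raised p53 target genes more (8.22e-14). ATF4 target genes and mitochondrially encoded mRNAs did not differ in either contrast (0.153 and 0.321 for siD3 #3 against the shRNAs, 0.792 and 0.0551 between the shRNAs), nor did ECM genes (0.217) or interferon-stimulated genes (0.434) between the shRNAs. The siRNA left the least *THUMPD3* mRNA, and shD3 #4, which left less than shD3 #1, moved M phase and p53 target genes less than shD3 #1, so the amount of *THUMPD3* mRNA left does not order these effects. In the other splits of each comparison, as many lists passed the threshold in 10 of 10 splits for shD3 #1 (3 lists, up to 5 in another split), 2 of 10 for shD3 #4 (4 lists) and 1 of 10 for deep shD3 #1 (5 lists, up to 4). With 10 splits the share is never under 0.1. The other splits also mix knockdown and control samples unevenly and keep part of the real difference, so lists can still be called in them. These counts therefore decide nothing, for shD3 #1 as well.

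The paper does not report gene levels in the deep libraries, where 2813 genes were higher and 2648 lower, and *THUMPD3* was lower. In shD3 #1, shD3 #4 and the deep libraries 1 of 10 splits each, the real one, gave as many genes past both thresholds (4785, 2061 and 5461), and every other split gave 0. Those other splits mix knockdown and control samples, which widens the spread within groups, so their 0 decides nothing. The deep controls had more counts than the knockdown samples. With the controls thinned to 30156435 to 30164265 counts, 5057 genes passed (2631 higher, 2426 lower), of which 4870 were the same calls, so the difference in depth is not the whole cause. Across genes, the correlation of log2 fold changes with the first shD3 #1 libraries was 0.79, against 0.20 for shD3 #4 and 0.34 for siD3 #3, which argues against separate cultures and library preparations as the source of most of the changes. They remain open for genes called in 1 of the data sets alone.

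In shD3 #1, mRNAs with TGAAGCA in the 3′UTR were lower than other mRNAs. This 7-mer was found by scanning 16163 7-mers in shD3 #1, where it had the lowest z (-13.53, 1863 of 10815 mRNAs, mean difference -0.22). It was then tested in the deep libraries, where it again ranked 1 of 16171 (-11.74, mean difference -0.17). In shD3 #4 and siD3 #3 its z was 1.32 and 0.95, so loss of THUMPD3 does not explain it. Among 7-mers of the same bases in another order without the shared core GAAGC, the lowest z was -2.83, which argues against composition or length of the 3′UTR. All 10 of the 7-mers with the lowest z hold this core, and they overlap each other. Of them 7 of 10 occur in the *THUMPD3* mRNA, as TGAAGCA does once, against 19.3% of all 7-mers, so an endogenous microRNA or protein site and an shRNA guide that matches *THUMPD3* there cannot be told apart by this count. The guide sequences were not used here. In shD3 #1 the share of mRNAs called lower rose from 12.3% without a site to 20.0%, 24.1% and 28.8% with 1, 2 and 3 or more sites, and in the deep libraries from 9.3% to 13.5%, 13.1% and 22.2%. A z as far from 0 was reached by 1 of 10 splits in shD3 #1 (largest other 12.62 in size) and 4 of 10 in the deep libraries (12.05), and 10 splits cannot go below a share of 0.1. The mean difference, added after z was seen, was at most 0.08 and 0.06 in size in the other splits. Each of those splits mixes knockdown and control samples unevenly, so it keeps a reduced part of the real difference. A smaller mean difference there follows from the mixing. The z is scaled by the spread of the same reduced values, so it stays large. Neither measure therefore decides whether the result arose by chance. A candidate explanation is off-target silencing by the shD3 #1 guide through a seed match, which does not need loss of THUMPD3.

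*CANX* shows what this leaves open. It fell in shD3 #1 (-2.40) and to 25.0% of the control in the deep libraries, but not past the threshold in siD3 #3 (-0.31) or shD3 #4 (-0.20), which argues against loss of THUMPD3. The 3 shD3 #1 libraries were alike, the highest at 447 cpm against 2203 for the lowest control, which argues against a single deviating library. Its 3′UTR of 2997 nt holds 3 sites of the 7-mer, as do 0.73% of mRNAs of similar length, so a seed match may contribute.

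In the deep libraries annotated snRNA genes fell with a median of -1.76 over 16 genes, which was not seen in the first libraries. This class holds *RN7SK*, which is not part of the spliceosome, and without it the median was -1.71 over 15 genes. A set of 4 short RNAs outside the spliceosome fell by a median of -2.37 (*RN7SK* -2.13, *RMRP* -2.83, *RPPH1* -2.05, *RN7SL1* -2.61), so a different recovery of short RNAs between the libraries is a candidate explanation. *RN7SK* was highest in shD3 #1 replicate 3 (615, 896 and 2222 cpm in replicates 1 to 3), as were the rest of this set. *RNU4-2* followed the same order (0.717, 0.915 and 1.33 cpm). *RNU4-1* did not (0.456, 0.586 and 0.388), but its lowest count was 14, so its order is uncertain. snoRNA genes fell less (-0.40). With the controls thinned the snRNA median without *RN7SK* was -2.70 over 11 genes, so depth is not the source. A biological fall of U-snRNAs in shD3 #1 stays open, but the first shD3 #1 libraries gave a median of -0.03.

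p53 target genes, which the paper does not discuss, were higher in shD3 #1 (median 0.82, adjusted p = 2.55e-12, 32 of 40 higher and 2 lower past both thresholds), siD3 #3 (1.33, 6.32e-20, 37 higher and 0 lower) and the deep libraries (0.46, 7.10e-07, 16 higher and 2 lower), and in shD3 #4 4 of 39 were higher and 0 lower (0.06, 0.461). Adjusted over the list alone the counts were the same. The central 95% of medians of lists matched in GC content, length and level ended at 0.20 in shD3 #1, which argues against these as the cause. The call in shD3 #1 is the 1 call of all lists that held with an estimated correlation (0.0251), and all 4 held or were called under fry, the highest at 0.00469. *TP53INP1* was the highest member in siD3 #3 (3.79) and *TNFRSF10C* in shD3 #1 (2.67). *PTP4A1* was the lowest in siD3 #3 (-0.22), shD3 #1 (-1.20) and the deep libraries (-1.19). Activation of p53 after depletion of THUMPD3 is open as a hypothesis, with shD3 #4 as the exception.

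Interferon-stimulated genes were higher in siD3 #3 (median 1.19, adjusted p = 3.96e-09, 28 of 42 higher and 1 lower past both thresholds, 29 higher adjusted over the list alone). The central 95% of medians of matched lists ended at 0.25, and the lowest median without 1 of the siD3 #3 replicates was 1.00, which argues against GC content and against a single library. The other medians were 0.22 in shD3 #1 (0.0610), where it was 0.05 without shD3 #1 replicate 3, 0.15 in shD3 #4 (0.192) and 0.28 in the deep libraries (0.0229). The call in siD3 #3 held under fry (0.00747) and not with an estimated correlation (0.380). The list was called in shD3 #1 without shD3 #1 replicate 1 (0.0181) or 2 (0.0226) and with no filter (0.0214), in shD3 #4 under fry (0.0124) and with no filter (0.0129), and was no longer called in the deep libraries without sh1Control replicate 2 (0.0529), with at least 10 counts in every sample (0.0536) or with an estimated correlation (0.436). A response to transfected RNA, for which the siControl samples are the control, and an effect of THUMPD3 stay open and were not tested apart.

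Replication-dependent histone genes, a group chosen after the data were seen, were lower in all comparisons, with medians of -1.28 in shD3 #1, -0.54 in shD3 #4, -3.74 in siD3 #3 and -1.21 in the deep libraries, and 46 of 50, 17 of 50, 49 of 50 and 46 of 53 were past both thresholds. Their mRNAs lack poly(A) tails, but so do snRNAs, whose median in siD3 #3 was 0.22, which argues against recovery of such RNAs as the cause there. Counts of single histone genes are uncertain because of near-identical copies. The fall may follow that of cell cycle genes, which was not tested apart.

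Other lists moved in some comparisons. Mitochondrially encoded mRNAs were higher in shD3 #4 (median 0.40, adjusted p = 0.00582) and siD3 #3 (0.48, 0.0254), lower in the deep libraries (-0.58, 2.84e-04) and not called in shD3 #1 (0.07, 0.840). ATF4 target genes were called lower in shD3 #4 (-0.11, 0.0278), where the median lay inside the central 95% of medians of matched lists (-0.16 to 0.09), and not called in shD3 #1 (-0.16, 0.261), siD3 #3 (-0.03, 0.589) or the deep libraries (-0.16, 0.206). The mitochondrial medians lay above that of matched lists in shD3 #4 (up to 0.21) and siD3 #3 (up to 0.16). Under fry the mitochondrial rises were not called (0.119 in shD3 #4, 0.145 in siD3 #3) and the fall in the deep libraries was (0.00119), and none was called with an estimated correlation (0.561, 0.593 and 0.386). In siD3 #3 the rise was also lost with no filter (0.0589). ATF4 target genes were called under fry in shD3 #1 (0.00561) and the deep libraries (0.0159), and in shD3 #4 lost the call with an estimated correlation (0.429) and without shD3 #4 replicate 1 (0.0582). The paper states that doxycycline induces the shRNAs, so it was given to the shRNA knockdown samples. Effects of doxycycline and of the shRNAs cannot be told apart for these lists, since the control and knockdown samples differ in both. The rise of 0.48 in siD3 #3, which received none, does not decide it, since siD3 #3 can have a cause of its own.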

How the results depend on the processing

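No alternative reported here reversed *THUMPD3*. Fits with 1 siControl library allow no test, and a change of sign there counts as kept when it is smaller than the spread between libraries. Of 2584 values of named genes and gene lists under an alternative, 2400 kept their call and direction in this sense, 126 lost the call, 24 gained it and 34 reversed. The cause was not tested except where stated.

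Testing against the threshold (glmTreat) and a log2 fold change threshold of 1 call fewer genes by construction. With glmTreat the genes higher and lower were 1423 and 1328 in shD3 #1 (2389 and 2396 in the main results), 503 and 179 in shD3 #4 (1320 and 741), 904 and 766 in siD3 #3 (2135 and 1604), and 1464 lower in deep shD3 #1 (2648). With the threshold of 1 they were 1194 and 1086, 531 and 187, 1338 and 787, and 1601 and 1277. The genes changed in both approaches (160 higher, 126 lower) were 29 and 16 with glmTreat, 38 and 12 with the threshold of 1, and 919 and 754 when 1 of the shRNAs sufficed. The average effect (1927 higher, 1299 lower) called 778 and 667 with glmTreat, 905 and 520 with the threshold of 1, and 991 and 776 with at least 10 counts in every sample, which tests fewer genes. With shD3 #4 as the reference it called 1221 and 774, and with shD3 #1 as the reference 2653 lower. DESeq2's Condition coefficient with shD3 #1 as the reference gave 898 and 786. A DESeq2 mean of the shRNA effects, chosen after seeing the data, gave 309 and 195. Every other setting of these counts stayed within 1.5 times the main count.

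Leaving out 1 replicate at a time gave 2345 to 2440 higher and 2269 to 2472 lower genes in shD3 #1, 1197 to 1498 and 657 to 879 in shD3 #4, 1715 to 2315 and 1416 to 1795 in siD3 #3, and 2764 to 2926 and 2426 to 2787 in deep shD3 #1. With 1 siControl library left, siD3 #3 was not tested in its own comparison, so 3 fits were counted for it. The ranges for the average effect and for the difference between knockdowns include fits with 1 siControl library. Changed in both approaches were 136 to 199 higher and 107 to 163 lower genes, and on average 1823 to 2022 and 1228 to 1321. Genes that differed between knockdowns were 9053 to 10362, and between siD3 #3 and the shRNAs 4091 to 5810. Across the other alternatives these were 8531 to 9787 and 4832 to 5482. The first principal component held 60.6% to 72.6% and the second 14.6% to 25.2%, against 67.1% and 19.8%. With log2 cpm they held 57.1% and 24%, and with all genes 43.8% and 22.9%.

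The replicate block gave 2383 and 2389 genes in shD3 #1, 1316 and 744 in shD3 #4, 2504 and 1766 in siD3 #3, and 2741 and 2555 in deep shD3 #1. After removal of the group means, control and knockdown samples with the same replicate number correlated across genes, which are not independent replicates, between -0.15 and 0.28, so the numbers do not pair the samples. In siD3 #3, whose replicate 3 has no control of that number, the block rests on the other 2 pairs.

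For ECM genes, the adjusted p-values with an estimated correlation were 0.436 in shD3 #1, 0.602 in shD3 #4, 0.333 in siD3 #3 and 0.429 in deep shD3 #1. In shD3 #4 fry gave 0.0528 and the fits without 1 replicate 0.00432 to 0.0755, the highest without sh4Control replicate 1. In the other comparisons these fits gave 0.00106 to 0.00574, 2.63e-07 to 3.15e-06 and 0.00263 to 0.00851. For M phase genes the estimated correlation gave 0.131, 0.199, 0.319 and 0.131, and the fits without 1 replicate 7.18e-23 to 2.71e-21, 1.19e-24 to 1.69e-22, 3.87e-43 to 2.32e-40 and 4.51e-12 to 4.00e-11. The estimated correlation uses the spread of few samples.

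Most reversals were of U-snRNA genes with few counts whose values lay near 0. In shD3 #1, *RNU1-1* (0.01) was -0.01 with DESeq2 and with no filter, -0.02 with the replicate block and with 1 fit of all 17 libraries, -0.09 without sh1Control replicate 2 and -0.25 to 0.13 over fits without 1 replicate, the lowest without shD3 #1 replicate 2. *RNVU1-7* (0.06) was -0.25 without sh1Control replicate 2, -0.23 without shD3 #1 replicate 3 and at most 0.30. In shD3 #1 the rises of *RNU5A-1* (2.29) and *RNVU1-31* (2.23) came from replicate 3, without which they were -0.35 and -0.11 (at most 2.95 and 2.84 in other fits), and those of *RNU4-1* and *RNU4-2* were 0.41 and 0.29. In shD3 #4, *RNU5A-1* (0.08) was -0.13 without sh4Control replicate 1, 0.00 and -0.15 without shD3 #4 replicates 2 and 3 and at most 0.36, and an *RNU6* pseudogene (0.03) was -0.17 without sh4Control replicate 3, -0.63 without shD3 #4 replicate 3 and at most 0.50. In siD3 #3, *TNC* (0.68) was -0.01 without replicate 3 and 0.94 without replicate 1. *ELOVL7* in siD3 #3 was -0.02 with DESeq2, 0.00 with DESeq2's size factors and with 1 fit of all 17 libraries, -0.03 with no filter and without siD3 #3 replicate 3, and -0.01 with the replicate block, and went from -0.19 to 0.22 with 1 siControl library. *MEST* was 0.03 without siD3 #3 replicate 2, and -0.16 and 0.05 with 1 siControl library. *RNU1-11P* (-0.22) was 0.04 with the replicate block and 0.02 without siD3 #3 replicate 3, and -0.60 and 0.20 with 1 siControl library. *RNU5D-1* (0.24) was -0.08 in both of the former and at most 0.43, *RNU1-2* (0.31) was 0.00 without replicate 1 and at most 0.45, *RNU2-63P* (0.03) was 0.00 with DESeq2 and no filter, and *RNVU1-7* (-0.05) was 0.07 without replicate 2 and -0.16 without replicate 3. Among the lists, mitochondrially encoded mRNAs in shD3 #1 went the other way under fry (0.883) and without sh1Control replicate 3 (0.859, in a range of 0.325 to 0.967), as did ATF4 target genes in siD3 #3 under fry (0.854), all without a call.

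The share of higher genes among the calls in siD3 #3 was 57.1%, 56.2% with DESeq2's size factors and 52.9% with DESeq2. With no filter, or with DESeq2, the median log2 fold change of all 35786 genes tested in siD3 #3 was 0.27, against 0.02 with DESeq2's size factors on the 17032 genes of the main test, so the shift comes from the added genes with few counts. Directions relative to this shifted median were not tested. Depth limits the U-snRNA genes with few counts.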

Differences from the paper's values

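The tests of models against the S1 Table were chosen only after its values were seen. The paper counts 284 transcripts as higher in both approaches, and 160 genes were higher past both thresholds in all 3 knockdowns. Among the alternatives set before the data were examined, the count came within 1.5 times the paper's with no filter beyond 1 count (190), the replicate block (211), 1 fit of all 17 libraries (191) and without siD3 #3 replicate 3 (199). It did not with DESeq2 (121), DESeq2's size factors (160), at least 10 counts in every sample (138), glmTreat (29), a log2 fold change threshold of 1 (38), siD3 #3 and at least 1 shRNA (919), or in the other fits that left out 1 replicate (136 to 164). A DESeq2 mean of the shRNA effects tested against the threshold, chosen after seeing the values by comparing several models with the S1 Table, called 309 higher and 195 lower genes, which include all 473 of the S1 Table and 31 others. For genes lower in both approaches, the paper's 189 and the 126 found here differed by 1.5 times, at the limit used here. Among the alternatives set before the data were examined, the count stayed within that limit with DESeq2 (133), DESeq2's size factors (130), no filter beyond 1 count (158), the replicate block (139), 1 fit of all 17 libraries (159) and 6 of the 15 fits that left out 1 replicate (126 to 163). It did not with at least 10 counts in every sample (106), glmTreat (16), a log2 fold change threshold of 1 (12), siD3 #3 and at least 1 shRNA (754), or the other 9 fits (107 to 125).

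For *THUMPD3* the log2 fold change in the paper's S1 Table is -1.32 (standard error 0.06), and the average effect here was -1.74. None of the alternatives set before the data were examined closed the gap, with values from -2.55 to -0.96. For *FBN1* the paper's value is 1.07 (standard error 0.08), and the value here was 1.39. None of the same alternatives closed the gap either (0.48 to 2.00). For *LAMB3* the paper's value is 1.96 (standard error 0.11), and the value here was 2.10. Fits without siControl replicate 2 (1.96) and without siD3 #3 replicate 3 (2.07) came within the error, and the others did not (0.62 to 3.34). The same DESeq2 mean of the shRNA effects, chosen after seeing the values, gave -1.33 for *THUMPD3*, 1.09 for *FBN1* and 1.98 for *LAMB3*. Of 25 other named genes in the S1 Table, 21 differed from the average effect by more than the larger standard error, 4 were within it and 0 had the opposite sign. The paper's methods name shrinkage of fold changes, and the values here were not shrunk. Whether the S1 Table holds shrunken values was not tested, so these comparisons may set unlike measures side by side.

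The paper describes the untreated samples as alike in the principal component analysis. The control groups here lay further apart than samples within them (exact one-sided permutation p = 0.00357), with siControl the furthest. The paper calls *THUMPD3* one of the most downregulated transcripts. From the lowest log2 fold change, it was number 1176 of 16456 in shD3 #1, 22 of 16493 in shD3 #4 and 222 of 17032 in siD3 #3, and in the S1 Table, the paper's own list, it is number 35 of 473 by log2 fold change and 13 by adjusted p-value. The volcano plot of Fig 3A labels 27 genes. Of these 27 were past both thresholds in shD3 #1, 20 in shD3 #4, 17 in siD3 #3 and 13 in all 3. Those not called in siD3 #3 are *SUSD2*, *CANX*, *NF2*, *ELOVL7*, *MEST*, *RIMS4*, *KCNE4*, *IGFBP5*, *RGS2* and *CDH6*. Those not called in shD3 #4 include *CANX*, *ELOVL7*, *CPA4*, *ANXA10* and *RGS2*, and *ARC* had too few counts there to be tested. *IGFBP5* was called in siD3 #3 under 4 alternatives. *TNC*, one of the ECM transcripts the paper describes as higher, was not called in shD3 #4 or siD3 #3, and with no filter on low counts it was called in siD3 #3 (0.64). The paper also reports its rise by qPCR after siRNA (Fig 3C), which was not analysed here.

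The paper describes some U-snRNAs as lower after depletion. In the first libraries 4 of 32 snRNA genes were lower in shD3 #1, 0 of 29 in shD3 #4 and 3 of 31 in siD3 #3, and 13 of 15, without *RN7SK*, were lower in the deep libraries. The counts of the first libraries fell to 2 in shD3 #1 without sh1Control replicate 1 or 3 and to 1 in siD3 #3 without siD3 #3 replicate 1, and in shD3 #4 rose to 1 or 2 in each fit without 1 library. The 1 U-snRNA in the paper's S1 Table, *RNU4-2*, is listed there as higher (1.66). The paper describes *THUMPD3-AS1* as partially overlapping *THUMPD3*, and in the annotation used here it spans all of it. The paper ranks the exon event of *FN1* among the most significant ones. In its S2 Table it is number 28 of 44 alternative exon events by the paper's probability and 35 by the size of the change, and the probability, 0.831, is under the threshold of 0.95 given in the Fig 4 legend. Of the 137 events in the table, 68 are over that threshold. The table holds 82 unique gene names.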

Other observations

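The tests of noise and of the S1 Table, and those of single libraries and short RNAs, were chosen only after the result was seen. The tests of seed matches and GC content were set before.

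Across genes, which are not independent replicates, the log2 fold changes of the shRNAs correlated at 0.08, with 53.9% of genes moving in the same direction. The correlation was 0.08 among the 3914 most abundant genes, 0.08 over mRNAs without the core of the 7-mer in the 3′UTR and 0.08 after removal of trends with GC content and transcript length. Noise of genes with low counts, seed matches of shD3 #1 and a GC or length bias each leave it as it was. Among the 3914 most abundant genes shD3 #1 and shD3 #4 correlated with siD3 #3 at 0.48 and 0.42. Different off-target effects, and differences between the shRNA cell lines, remain open and were not tested.

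The values of the paper's S1 Table were regressed on the 3 effects computed here. The weights were 0.43 for shD3 #1, 0.39 for shD3 #4 and 0.01 for siD3 #3 (standard error 0.008), and across its genes the table correlated at 0.981 with the mean of the shRNA effects. These values are consistent with a table that holds the mean of the shRNA effects without siD3 #3. Of its 473 genes, 458 were past both thresholds in shD3 #1, 238 in shD3 #4, 284 in siD3 #3 and 143 in all 3 (92 higher, 51 lower), and 95 in shD3 #1 alone. The table holds 21 higher and 3 lower genes of the ECM list and 25 lower genes of the M phase list. Of its lower mRNAs 24.1% carry TGAAGCA in the 3′UTR (45 of 187), against 11.8% of the higher ones (31 of 262) and 16.6% of all mRNAs tested. Among the genes labelled in Fig 3A, 6 of 11 lower ones carry it (*CANX*, *THUMPD3*, *MAD2L1*, *DEPDC1*, *ELOVL7* and *ERCC6L*) and 1 of 15 higher ones (*CDH6*). *ELOVL7* has 4 sites, as has 0.06% of mRNAs with a 3′UTR of similar length.

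*RNU4-1* and *RNU4-2* were higher in shD3 #1 and shD3 #4 of the first libraries. In shD3 #1 the log2 fold change of *RNU4-2* was 0.29 without replicate 3, so a single library is a candidate explanation there. In shD3 #4 all 3 replicates were above the controls (*RNU4-2* 2.31, *RNU4-1* 2.10). There, another short RNA, *SNORA73B*, rose by 1.18, while *RN7SL1* stayed at 0.00 and *SNORD3A* at 0.25, so recovery of short RNAs and a change of U4 itself cannot be told apart, since 1 of these RNAs rose and the others changed little.

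*THUMPD2*, which encodes a related methyltransferase, had log2 fold changes of -0.12 in shD3 #1, -0.23 in shD3 #4, -0.31 in siD3 #3 and 0.24 in the deep libraries, none past the fold change threshold, and its effect did not differ between the first 3 (adjusted p = 0.695).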
